# Targeting Sphingosine Kinase Isoforms Effectively Reduces Growth and Survival of Neoplastic Mast Cells With D816V-KIT

**DOI:** 10.3389/fimmu.2018.00631

**Published:** 2018-03-28

**Authors:** Geethani Bandara, Rosa Muñoz-Cano, Araceli Tobío, Yuzhi Yin, Hirsh D. Komarow, Avanti Desai, Dean D. Metcalfe, Ana Olivera

**Keywords:** sphingosine kinase, sphingosine kinase inhibitor, sphingosine-1-phosphate, mastocytosis, D816V, KIT, mast cells

## Abstract

Mastocytosis is a disorder resulting from an abnormal mast cell (MC) accumulation in tissues that is often associated with the D816V mutation in KIT, the tyrosine kinase receptor for stem cell factor. Therapies available to treat aggressive presentations of mastocytosis are limited, thus exploration of novel pharmacological targets that reduce MC burden is desirable. Since increased generation of the lipid mediator sphingosine-1-phosphate (S1P) by sphingosine kinase (SPHK) has been linked to oncogenesis, we studied the involvement of the two SPHK isoforms (SPHK1 and SPHK2) in the regulation of neoplastic human MC growth. While SPHK2 inhibition prevented entry into the cell cycle in normal and neoplastic human MCs with minimal effect on cell survival, SPHK1 inhibition caused cell cycle arrest in G2/M and apoptosis, particularly in D816V-KIT MCs. This was mediated *via* activation of the DNA damage response (DDR) cascade, including phosphorylation of the checkpoint kinase 2 (CHK2), CHK2-mediated M-phase inducer phosphatase 3 depletion, and p53 activation. Combination treatment of SPHK inhibitors with KIT inhibitors showed greater growth inhibition of D816V-KIT MCs than either inhibitor alone. Furthermore, inhibition of SPHK isoforms reduced the number of malignant bone marrow MCs from patients with mastocytosis and the growth of D816V-KIT MCs in a xenograft mouse model. Our results reveal a role for SPHK isoforms in the regulation of growth and survival in normal and neoplastic MCs and suggest a regulatory function for SPHK1 in the DDR in MCs with KIT mutations. The findings also suggest that targeting the SPHK/S1P axis may provide an alternative to tyrosine kinase inhibitors, alone or in combination, for the treatment of aggressive mastocytosis and other hematological malignancies associated with the D816V-KIT mutation.

## Introduction

Sphingosine-1-phosphate (S1P) is a lipid mediator with multiple biological functions. Evidence indicates that S1P plays a significant role in cancer as it promotes cell migration and cell proliferation, prevents cell death, and induces angiogenesis (1, 2). S1P is generated in cells in response to growth factors, cytokines, and other extracellular stimuli through the activation of two isoforms of sphingosine kinase (SPHK1 and SPHK2) (3–5). Upregulated expression of SPHK, particularly SPHK1, and increased levels of S1P have been linked with poor cancer prognosis and resistance to cytotoxic therapy agents in malignant cells from solid tumors, lymphomas, and leukemias (1, 6–8). Selective targeting of either SPHK1 or SPHK2 can effectively inhibit malignant cell growth in culture and in xenograft models and the preferential effect of one isoform over the other appears to be cell type specific (1, 9–15). Nevertheless, an inhibitor of SPHK2, ABC294640, is in early clinical trials for patients with pancreatic cancer and diffuse large B cell lymphomas (clinical trials NCT01488513 and NCT02229981) (16). In addition, safingol, which inhibits SPHK1 and SPHK2, has been used in combination with cisplatin in Phase I clinical trials (clinical trial NCT00084812) for the treatment of locally advanced or metastatic solid tumors (17).

Abnormal mast cell (MC) proliferation and accumulation in various tissues occurs in mastocytosis, which in its more aggressive forms can be life-threatening (18, 19). This increased MC burden in systemic mastocytosis (SM) is most often associated with the presence of an activating mutation in the catalytic domain of KIT, the receptor for stem cell factor, that causes ligand-independent activation of KIT and downstream signaling, especially within the MC compartment (20–22). Thus, targeting KIT activity has been a focus of pharmacological strategies to treat aggressive SM, with the limitation that the extended tyrosine kinase conformation of D816V-KIT is not inhibited by tyrosine kinase inhibitors such as imatinib (21, 23). In addition, midostaurin (PKC412), which effectively blocks D816V-KIT activity (24) and the growth of MC expressing D816V-KIT (25), has time-limited effects on improvement of clinically relevant responses in patients with aggressive SM (26). Thus, new strategies that target critical growth signaling pathways in neoplastic MCs are needed.

Mast cells of murine or human origin express both SPHK1 and SPHK2 isoforms, which are activated following IgE receptor stimulation, and S1P consequently generated plays a critical role in IgE-mediated release of mediators and cytokines (27–31). In addition, receptors that are important for maturation/growth/survival of MCs such as KIT and the IL-3 receptor also stimulate SPHKs (27). However, it has not been studied whether SPHK and S1P regulate MC growth and survival.

Here, we show that SPHK1 and SPHK2 are upregulated in neoplastic human MCs and are important regulators of their proliferation and survival in culture. Inhibition of SPHK2 reduces the growth of primary mouse and human mast cells (HuMCs) cultures and neoplastic human MC lines by slowing their entry into the cell cycle. On the other hand, SPHK1 inhibition induces cell cycle arrest followed by cell death in neoplastic MCs expressing D816V-KIT but not in normal MCs. We demonstrate that this effect is mediated by a previously unrecognized regulation of the checkpoint kinases CHK1 and CHK2 and the activation of the DNA damage response (DDR) cascade. Inhibition of SPHKs also reduces the number of malignant MCs from bone marrow of mastocytosis patients *ex vivo* and in a preclinical mouse model of tumor xenografts using a MC line with D816V-KIT. Our results show promise for clinical investigation of this non-tyrosine kinase-based approach to the treatment of aggressive SM and other hematological malignancies with D816V-KIT.

## Materials and Methods

### Reagents

Reagents were obtained as follows: anti-rabbit IgG 800CW and anti-mouse IgG 680 RD from Licor Biosciences (Lincoln, NE, USA); goat anti-rabbit IgG-AF488 from Abcam (Cambridge, MA, USA); and anti-CD117-BV605, anti-FcεRI-BV421, and anti-CD25-BV711 from Biolegend (San Diego, CA, USA). Antibodies against phospho-AKT(Ser473), BCL-2-associated X protein (BAX), B-cell lymphoma (BCL2), cleaved caspase 2 (CASP2), caspase 3 (CASP3), cleaved CASP3, M-phase inducer phosphatase 3 (CDC25c), cyclin-dependent kinase 1 (CDK1), phospho-CHK2(Thr68), phospho-ERK(Thr202/Tyr204), p38, phospho-p38(Thr180/Tyr182), and p53 were from Cell Signaling Technology (Danvers, MA, USA); anti-CASP2 and anti-CHK2 were from Millipore (Billerica, MA, USA); anti-CHK1, anti-phospho-CHK1(Ser345), hIL-6, and hSCF were from R&D Systems (Minneapolis, MN, USA); anti-phospho-p53(Ser20) (human) and anti-GADD45 were from Santa Cruz (Santa Cruz, CA, USA); anti-H2A histone family member X (H2AX) and anti-phospho-H2AX (Ser130) were from Abclonal (Woburn, MA, USA); anti-SPHK1 was from ECM Biosciences (Versailles, KY, USA), anti-SPHK2 was from MyBioSource (San Diego, CA, USA); anti-CD34-APC and anti-AKT were from BD Biosciences (San Jose, CA, USA); anti-ERK and anti-SPHK2 (used for IHC) were from Thermo Fisher Scientific (Waltham, MA, USA); anti β-actin and anti-SPHK1 (used for IHC) were from Sigma Aldrich (St. Louis, MO, USA); mouse IL-3 and SCF were from Peprotech Inc. (Rocky Hill, NJ, USA); the SPHK1 inhibitor SKI-178 was from Millipore and the SPHK2 inhibitor ABC294640 was from MedKoo Biosciences (Morrisville, NC, USA).

### Human Samples, Cell Cultures, and Cell Lysates

CD34^+^ peripheral blood progenitors from human blood and bone marrow aspirates from patients with SM were obtained following informed consent under protocols approved by the NIAID Institutional Review Board (98-I-0027 and 02-I-0277). The characteristics of these patients are specified in Table S1 in Supplementary Material. Primary HuMC cultures were derived from CD34^+^ progenitors as described (32, 33); and mononuclear cells from marrow aspirates were separated in a Ficoll gradient and cultured for 5 days in StemPro media supplemented with 100 ng/mL SCF (34).

HMC-1.1 and HMC-1.2 were kindly provided by Dr. Butterfield at the Mayo Clinic. HMC-1 cells, LAD-2 cells, and murine bone marrow-derived mast cells (BMMCs) from *Sphk1*-, *Sphk2*-deficient, and WT mice were cultured as described (28, 35, 36). P815 mastocytoma murine cells with a mutation homologous to the human D816V mutation were from ATCC (Manassas, VA, USA). HCT116 cells with or without the D816V-KIT introduced by CRISPR were from Thermo Fisher Scientific. P815 and HCT116 cells were cultured as specified by the respective providers. Cell lysates for Western blots were prepared from 1 × 10^6^ cells and processed as described (37).

### Flow Cytometry Analysis of MCs From Bone Marrow Aspirates

Bone marrow cells cultured for 5 days as described above were washed once with PBS, resuspended in 200 µL PBS containing aqua live/dead stain (Thermo Fisher Scientific), and incubated in the dark for 20 min at room temperature. After washing with 3% FBS in PBS, cells were incubated with 50 µL of an antibody cocktail containing anti-CD117(KIT)-BV605, anti-FcεRI-BV421, anti-CD34 -APC, and anti-CD25-BV711 for 30 min at room temperature. Cells were then washed once, resuspended in 200 µL PBS, and analyzed by flow cytometry. Cells were gated based on forward/side scatter, single cells, and live cells. CD34^−^/CD25^+^ cells co-expressing CD117(KIT) and FcεRI were analyzed.

### Determination of Cell Growth

2.5 × 10^6^ LAD2 or murine BMMC were plated in T25 flasks at 0.5 × 10^6^ or 1 × 10^6^/mL, respectively, and 4 × 10^6^ HCT116 cells at 0.5 × 10^6^/mL. Cells were incubated with or without inhibitors at the indicated concentrations for 3 days or as indicated. For BMMCs, culture medium was changed after 7 days, and cell concentration was adjusted. Viable cells excluding trypan blue were then counted. Alternatively, 5 × 10^4^ HMC-1 or P815 cells were plated in 96-well plates at 0.5 × 10^6^ cells/mL with or without inhibitors. At the indicated times, an equal volume of 2× CyQuant^®^Direct detection reagent containing a green fluorescent nucleic acid stain for viable cells (Thermo Fisher Scientific) was added to the wells. After 1 h at 37°C, fluorescence was measured at 480/535 nm.

### Cell Cycle Analysis

LAD2 or HMC-1 cells (1 × 10^6^) were plated at 0.5 × 10^6^ cells/mL in 6-well plates and cultured with the SPHK inhibitors or vehicle for 3 days. Cells were then harvested and fixed in 70% ethanol at 4°C for 2 h. After washing twice with PBS, cells were stained with PI/RNase Staining Buffer (BD Pharmingen) and analyzed on a LSR II (BD Biosciences) flow cytometer for PI positive signal (Emission at 605 nm). Single cells were gated and PI signal visualized using histogram plots. Distribution of cells containing DNA characteristic G0-G1, S, and G2/M cell cycle phases was determined using FlowJo as described (38).

### Cell Death/Apoptosis Analysis

The annexin V FITC Apoptosis Detection Kit II (BD Pharmingen) was used following the manufacturer’s protocol. Cells (1 × 10^6^ cells/mL) were incubated with vehicle or the SPHK inhibitors for 3 days and stained with FITC-annexin V for 30 min in the dark on ice. After washing, 7-amino-actinomycin D (7-AAD), which binds DNA with high affinity but is excluded by intact cells, was added to differentiate early apoptosis from late apoptosis or other forms of cell death, and cells were analyzed by flow cytometry (LSR II BD). The percentage of early apoptotic cells was determined as the frequency of annexin V positive/7-AAD negative cells, while the percentage of all dead cells was determined as the frequency of the 7-AAD positive population (annexin V positive and negative).

### Expression of Cell Cycle Genes by Quantitative PCR Arrays

Total RNA was isolated from HMC-1.2 cells (3 × 10^6^) treated with vehicle or SPHK inhibitors for 24 h. RNA was converted into cDNA using the RT^2^ First-Strand Kit (Qiagen), and then used as a template to perform a quantitative RT^2^ Profiler PCR Array for Human Cell Cycle (Qiagen PAHS-020Z) to analyze the expression levels of 84 genes involved in regulation of cell cycle. The raw threshold cycle data were analyzed using SA Biosciences web-based tool,^1^ as instructed by the manufacturer. An ingenuity pathway analysis (IPA) program (Mountain View, CA, USA) was employed for pathway analysis using the fold changes between the SPHK1-I- or SPHK2-I-treated cells compared with vehicle-treated cells. Changes in expression of cyclin genes were confirmed by using specific TaqMan gene expression assays (Thermo Fisher Scientific).

### Immunocytochemistry

Human mast cells, LAD2, HMC-1.1, and HMC-1.2 cells (2 × 10^5^ cells/200 μL) were plated for 20 min in LabTek II Chamber Slides (LabTek, Rochester, NY, USA) coated with polylysine 0.01% (Sigma-Aldrich). Cells were fixed with 4% PFA (Affimetrix, Cleveland, OH, USA) for 20 min at 4°C and permeabilized with PBS + 0.2% TritonX-100 for 30 min. After blocking with PBS + 1% BSA + Fc blocking antibody (1:50) (eBioscience), cells were incubated with anti-SPHK1 or anti-SPHK2 for 1 h at 4°C with agitation and proteins detected with AF488-labeled secondary antibody. DAPI was used for nuclear staining in combination with Prolong Gold Antifade Mountant (Thermo Fisher Scientific). Images were captured with a Leica DMI 8 confocal microscope and analyzed with Imaris software.

### Sphingolipid Analysis

Lipids were extracted from 8 × 10^6^ HMC-1.2 cells following treatment with SPHK1-I (10 µM) or SPHK2-I (50 µM) for 16 h. Ceramides, sphingosine, and S1P were measured by HPLC-tandem MS by the Lipidomics Core at the Medical University of South Carolina on a Thermo Finnigan (Waltham, MA, USA) TSQ 7000 triple quadrupole mass spectrometer, operating in a multiple reaction-monitoring positive ionization mode as described (39). The sphingolipid concentration was normalized using inorganic phosphate measurements of the lipid extracts.

### Mice and Xenograft Model

All studies involving mice were performed in accordance with NIH guidelines and with the animal study proposal (LAD2E) approved by the NIH/NIAID Animal Care and Use Committee. WT, *Sphk1*-, and *Sphk2*-null mice were generated as described (40), and bred within NIAID animal facilities.

For the xenograft tumor model, NSG mice (NOD-*scid* IL2R γ^null^) from Jackson laboratories (Bar Harbor, ME, USA) (6–8 weeks) were injected subcutaneously with 1 × 10^6^ HMC-1.2 neoplastic MCs. Cells were washed and injected in 100 µL of RPMI medium into the right flank. Tumor size was measured with a Mitutoyo IP65 caliper. Tumor volume was calculated following the solid tumor formula: volume (mm^3^) = (length × width^2^)/2 (41). Once the tumors reached 50 mm^3^ (within 18–23 days), mice were injected i.p. daily for a maximum of 15 days with SPHK1-I or SPHK2-I at 20 or 40 mg/kg, as indicated, or vehicle (PEG400 with 5% DMSO) and the tumor size was measured after each injection. Mice were euthanized when tumors reached 1.5 cm in one dimension (days 11–15).

### Statistical Analysis

Statistical significance was determined using Student’s *t*-test. Comparison of changes over time between different groups was performed using two-way ANOVA using Prism software. A *p* value of less than 0.05 was considered significant. Data are shown as mean ± SEM unless specified otherwise.

## Results

### SPHKs Regulate the Growth of Normal Murine and Human MCs

To investigate the role of SPHKs on MC proliferation, we first compared the growth rates of MCs derived from *Sphk1*- and *Sphk2*-deficient bone marrow progenitors (BMMC) to normal BMMCs. As shown in Figure 1A, growth rates of *Sphk*-deficient cells were significantly reduced compared with WT BMMCs. Treatment WT-BMMCs with small molecule inhibitors specific for SPHK1 [SKI-178 (42); referred here as SPHK1-I] or SPHK2 [ABC294640 (12, 43); referred in here as SPHK2-I] exhibited similar effects on growth rates as BMMCs genetically deficient in Sphk1 or Sphk2 (Figure 1B). We then explored the effect of these inhibitors on the proliferation/survival of 6-week cultures of CD34^+^-derived HuMCs containing more than 85% KIT^+^/FcεRI^+^ double-positive MCs. While SPHK1-I did not show any significant effect, treatment with SPHK2-I markedly reduced HuMC numbers in cultures from three different healthy donors (Figure 1C). The data support a role for SPHKs in the growth/survival of normal human and mouse MCs, although the relative involvement of SPHK1 appears to differ between human and mouse by mechanisms unrelated to the relative expression of SPHK1 since SPHK1 is more abundant in human than in mouse MCs (28).

**Figure 1:**
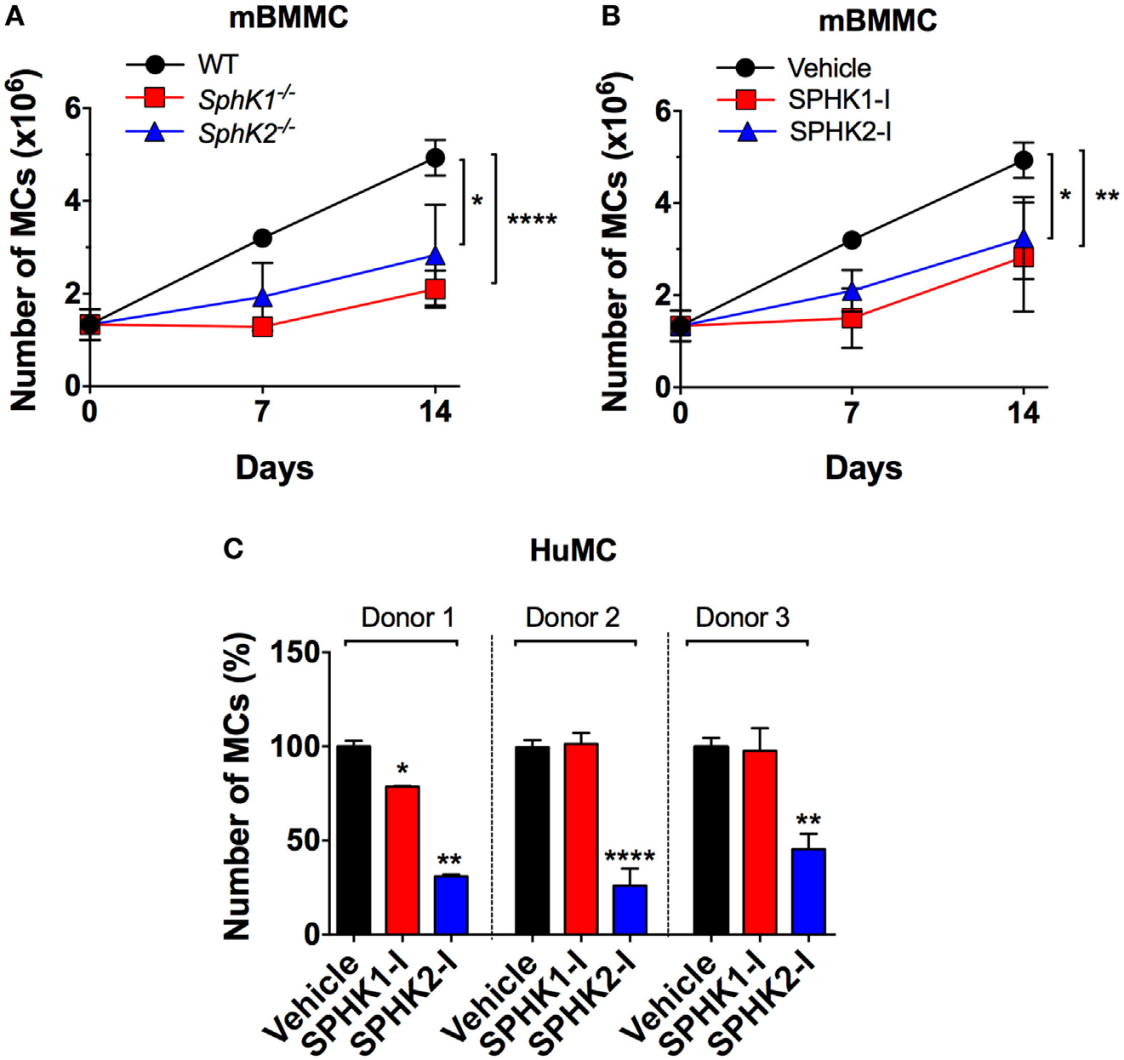
SPHK1 and SPHK2 are critical for the growth and survival of mouse and human MCs. **(A)** Number of viable bone marrow-derived mast cells (BMMCs) from WT, *Sphk1*-, and *SphK2*-deficient mice over time in culture. **(B)** Number of viable WT BMMCs treated with either the SPHK1-specific inhibitor SKI-178 (5 µM) (SPHK1-I) or the SPHK2-specific inhibitor ABC294640 (50 µM) (SPHK2-I). 0.5 × 10^6^ cells were plated and cultured for 14 days and viable cells excluding trypan blue counted at the indicated times. Values are mean ± SEM of data from three independent cultures. **(C)** Effect of SPHK-I in the growth of 5- to 6-week-old CD34^+^-derived human mast cells (HuMCs). Cultures derived from three independent healthy donors were incubated with SPHK1-I (10 µM), SPHK2-I (50 µM), or vehicle (0.1% DMSO) for 5 days and viable cells excluding trypan blue counted. Data are shown as mean ± SEM of triplicate wells and are representative of three independent experiments. Significant differences from untreated and treated pairs are shown thus; *p < 0.05, **p < 0.01, ***p < 0.001.

### SPHKs Are Upregulated in Neoplastic MCs

Enhanced SPHK expression in a number of malignant cell types has been associated with increased proliferation, cancer prognosis, and clinicopathological parameters of disease (1, 44). Similarly, we found an increase in the expression of SPHK1 and SPHK2 in mastocytosis MC lines (i.e., LAD2 and HMC-1) compared with normal HuMCs (Figure 2A; Figure S1 in Supplementary Material), which was variable depending on the donor. Of note, expression and activity of SPHK2 in normal HuMCs albeit much lower than in neoplastic cells were on the average higher than that for SPHK1 (28).

**Figure 2:**
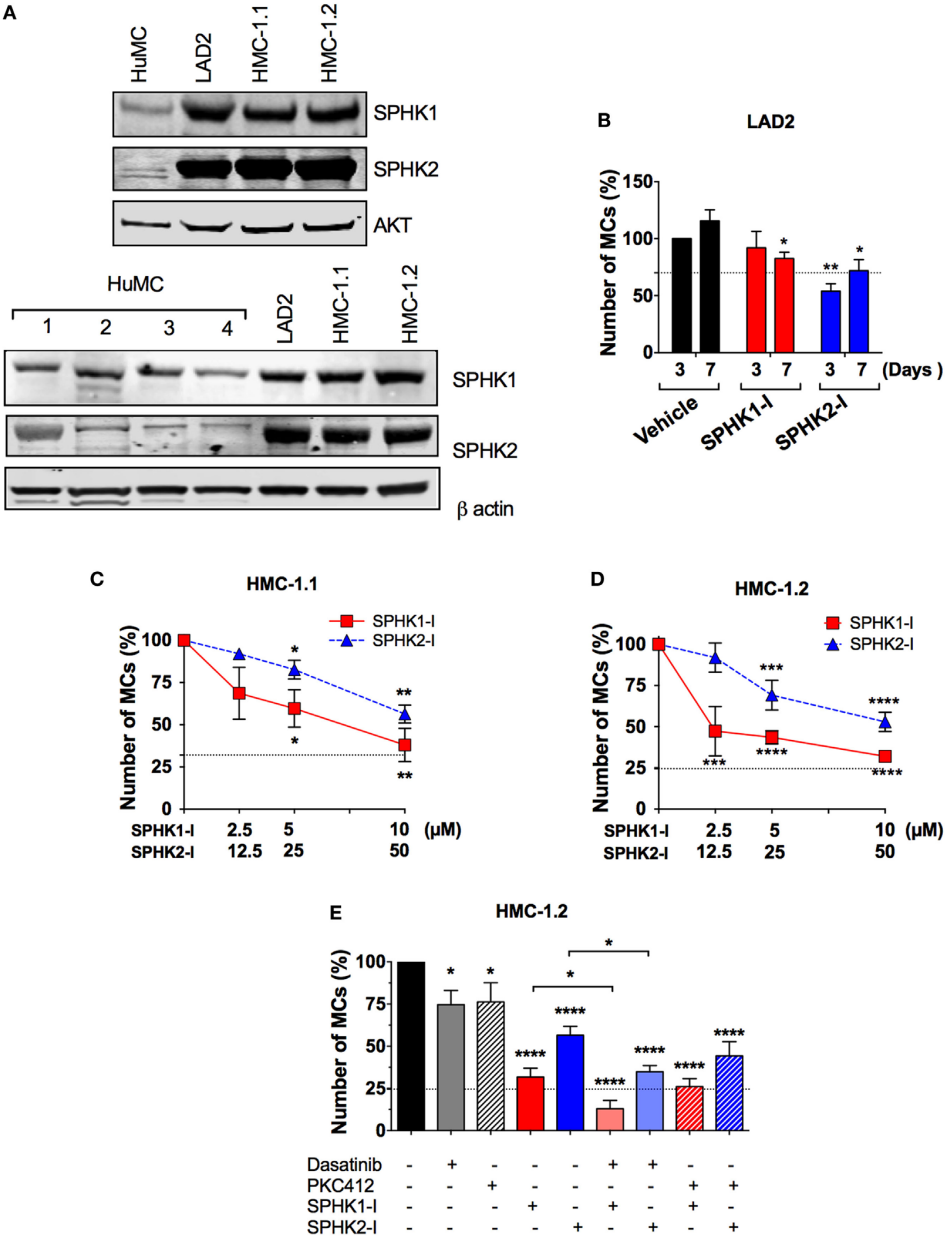
Enhanced expression of SPHK1 and SPHK2 in neoplastic human MCs and their effect on cell growth. **(A)** Representative Western blots from one of three independent experiments showing immune-reactive bands for SPHK1 (46 kDa) and SPHK2 (70 kDa) in human mast cells (HuMCs) derived from five different donors (upper and lower sets of blots) and the neoplastic MC lines LAD2, HMC-1.1, and HMC-1.2. Lysates were prepared from 1 × 10^6^ cells and equal protein loading obtained by adjusting to total AKT or β-actin levels. Donor 2 in Figure 1C corresponds to donor #2 in the lower set of blots. **(B)** Effect of SPHK1-I (5 µM) and SPHK2-I (50 µM) in the growth of LAD2 cells. Cells excluding trypan blue were counted 3–7 days after treatment with the inhibitors or vehicle. The values represent the percentage of viable cells respect to the number of vehicle-treated viable cells after 3 days in culture (first column). Data are represented as mean ± SEM of three independent experiments. Effect of the indicated concentrations of SPHK1-I and SPHK2-I in the growth HMC-1.1 **(C)** and HMC-1.2 **(D)** for 3 days. **(E)** Effect of SPHK inhibitors alone or in combination with KIT inhibitors on the growth of HMC-1.2 cells. SPHK1-I (5 µM) or SPHK2-I (50 µM) were added to cultures at day 0 alone or together with 300 nM midostaurin (PKC412) or 1 µM Dasatinib for 3 days. In panels **(C–E)**, Cyquant cell proliferation assay was used to assess growth inhibition, and data are represented as mean ± SEM of three independent experiments each performed in triplicate. The number of cells at the end of the experiment in untreated controls was considered 100%. Horizontal dotted lines represent the number of cells originally plated (as a percentage of the cell count at day 3 in untreated cultures). Significant differences from untreated and treated pairs are shown thus; *p < 0.05, **p < 0.01, ***p < 0.001.

Although SPHKs are predominantly cytosolic enzymes (45), both SPHK1 and SPHK2 (46, 47) can be abundantly expressed in the nucleus of cancer cell lines such as MCF7, COS7, and HeLa cells and a higher nuclear expression of SPHK1 has been associated with significantly shorter survival in breast cancer patients (44). Using IHC for SPHK1 and SPHK2, we observed that SPHK1 and SPHK2 were distributed homogeneously throughout the cell in normal HuMCs, and more concentrated in perinuclear areas and the plasma membrane (Figure S1 in Supplementary Material). Analysis of the confocal IHC images confirmed the increased overall cellular expression of SPHKs in neoplastic MCs and a higher density of SPHK, particularly SPHK1, in the nucleus of neoplastic MCs compared with normal HuMCs (Figure S1 in Supplementary Material). This was especially apparent in HMC-1.2 cells. However, the percentage of nuclear SPHK (respect to the total cellular content) was similar among the cell types suggesting that the enrichment of nuclear SPHK was the result of higher overall expression but not of a differential distribution pattern in neoplastic cells.

### SPHK1 Is Critical for the Growth/Survival of Cells With D816V-KIT

We then examined whether the growth of neoplastic MCs was influenced by SPHK1-I or SPHK2-I as we found in normal MCs. While treatment with SPHK2-I resulted in a 40–50% reduction in the number of both LAD2 (Figure 2B) and HMC-1 cells (Figures 2C,D), the effect of SPHK1-I differed depending on the MC line. Similar to normal HuMCs cultures (Figure 1C), SPHK1-I had only a modest inhibitory effect in the growth of LAD2 MCs (Figure 2B). However, unlike LAD2 cells, the growth of HMC-1.1 and HMC-1.2 cells carrying oncogenic KIT mutations was markedly reduced by 60% (Figures 2C,D). Furthermore, HMC-1.2 MCs, harboring the D816V-KIT mutation in addition to the G560V-KIT present in HMC-1.1, were significantly more sensitive to lower concentrations of SPHK1-I than HMC-1.1 cells (compare Figures 2C,D). This contrasted with the lack of effects of SPHK1-I on the growth of normal HuMCs (Figure 1C), although the effects varied slightly in the different donors, potentially reflecting, to some extent, differences in SPHK expression.

Of note, SPHK1 and 2 inhibitors were more effective at reducing the expansion of HMC-1.2 cells than 300 nM PKC412 or 2 µM dasatinib (Figure 2E), which are known to inhibit D816V-KIT. Combination treatment with dasatinib or PKC412 and SPHK inhibitors showed higher inhibition than either inhibitor alone, although the combination with PKC412 was not statistically different compared to SPHK inhibitors alone (Figure 2E).

We also examined whether other cells carrying D816V-KIT also had higher sensitivity to SPHK1-I. The growth of the mastocytoma MC line P815 containing the murine equivalent to human D816V-KIT was also remarkably inhibited by SPHK1-I compared with normal BMMC (Figure S2A in Supplementary Material). Furthermore, the colon cancer epithelial cell line HCT116 was susceptible, as most cancer cells are, to growth inhibition by either SPHK1-I or SPHK2-I, but they were even more susceptible earlier on to the effects of the SPHK1-I when a mutation in D816V-KIT was additionally introduced (Figure S2B in Supplementary Material). The finding of a higher susceptibility of cells carrying D816V-KIT to SPHK1-I is of interest given that patients with these mutations are less responsive to KIT inhibitor treatments.

### Differential Effects of SPHK1 and SPHK2 Inhibition on Cell Cycle Arrest and Survival of Neoplastic MCs

We next explored how SPHK1-I and SPHK2-I affected cell growth of neoplastic MCs, focusing on HMC-1.2 since these cells have the D816V mutation commonly found in SM. In HMC-1.2, inhibition of SPHK1 caused a prominent cell cycle arrest in G2/M (Figure 3A) accompanied by extensive apoptosis evidenced by annexin V^+^ staining (Figure 3B), while in contrast inhibition of SPHK2 resulted in the accumulation of cells in the G0/G1 phases and reduction of the percentage of cells in the S phase (Figure 3A) with no major effects on cell death (Figure 3B). G2/M arrest and apoptosis induced by SPHK1-I were significantly more prominent in HMC-1.2 than in HMC-1.1 and LAD2 cells (Figure 3C), in agreement with their overall effects on cell numbers. SPHK2-I, however, prevented the exit from G1 into the S phase in a comparable manner in all neoplastic MCs (Figure 3D), consistent with its similar effects reducing cell numbers in all the cell lines. Treatment of HMC-1.2 with either of these inhibitors did not significantly affect the expression of SPHK1 or SPHK2 (data not shown).

**Figure 3:**
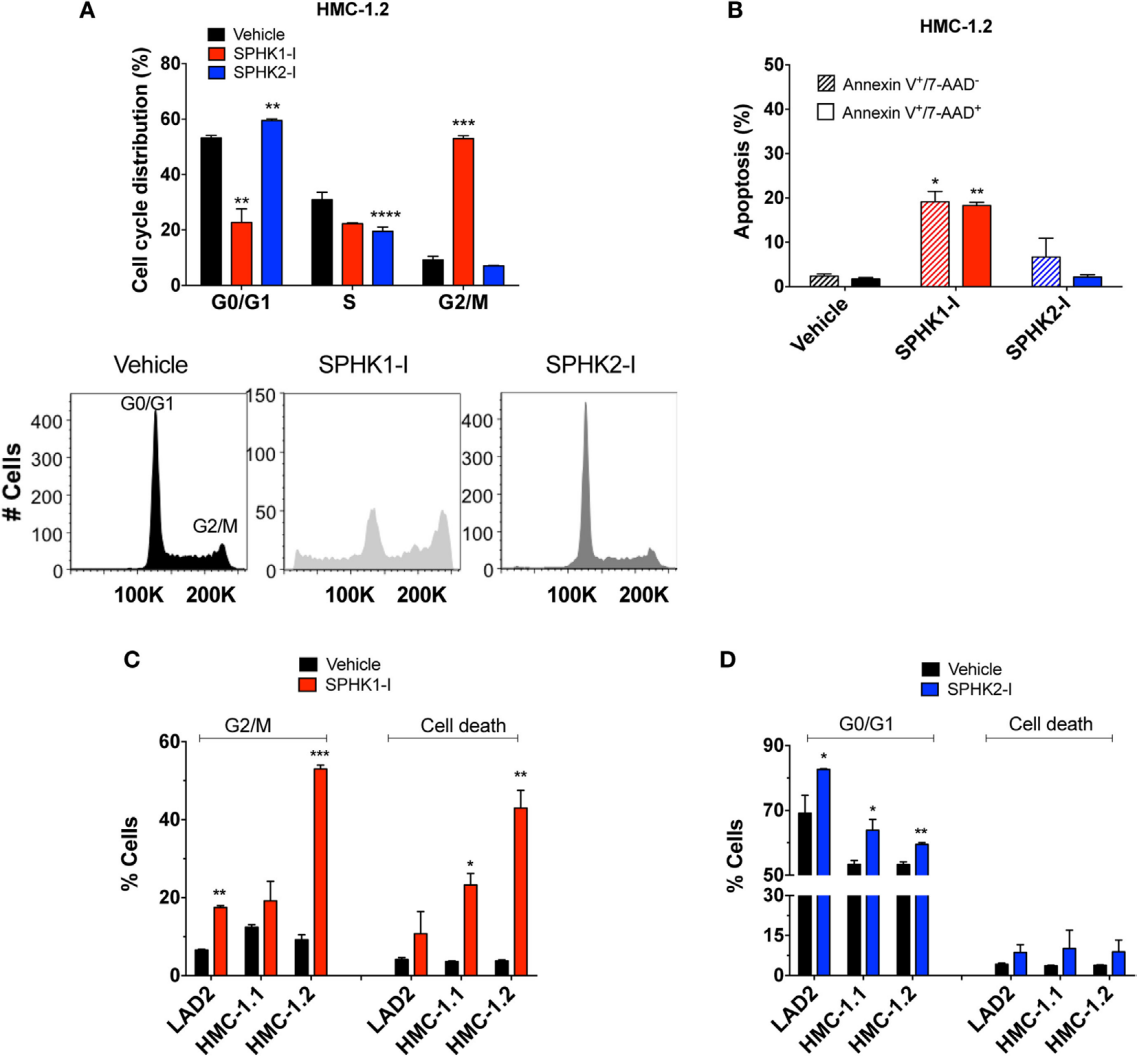
Effect of SPHK1 or SPHK2 inhibition on cell cycle arrest and cell death in human neoplastic mast cells. **(A)** Cell cycle analysis distribution of PI-stained HMC-1.2 cells treated with SPHK1-I (5 µM), SPHK2-I (50 µM), or vehicle (0.1% DMSO) for 3 days. After 3 days of treatment, cells were stained with propidium iodide (PI) and analyzed by flow cytometry. Percentage of cells in the various phases of the cell cycle is represented in histogram form. A representative cell cycle distribution by FACS analysis is also shown. **(B)** Inhibition of SPHK1 causes cell death in HMC-1.2 cells. HMC-1.2 treated with SPHK inhibitors as in panel **(A)** were stained with 7-AAD and annexin V. Annexin V^+^/7^−^AAD^−^ cells were considered as cells in early apoptosis (hatched bars) while annexin V^+^/7^-^AAD^+^ cells (black bars) were considered as cells in late apoptosis or other possible types of cell death. Cells that stained only for 7-AAD were in a negligible proportion. Comparison of the effects of SPHK1-I **(C)** and SPHK2-I **(D)** in cell cycle distribution and apoptosis in the different neoplastic MC lines. Cell cycle distribution was determined as in panel **(A)** and cell death as in panel **(B)**, except that the numbers denote the combined percentage of annexin V^+^/7^−^AAD^−^ and annexin V^+^/7^−^AAD^+^. In panels **(A–D)**, the values are the mean ± SEM of three separate experiments. Significant differences from untreated and treated pairs are shown thus; *p < 0.05, **p < 0.01, ***p < 0.001.

Subsequent studies on the mechanisms by which these inhibitors regulate growth and survival were mostly performed in neoplastic MCs with D816V-KIT, i.e., HMC-1.2, because of the clinical relevance of this mutation and its resistance to most tyrosine kinase inhibitors.

### Effect of SPHK1 and SPHK2 Inhibitors on Sphingolipid Metabolites

As expected, inhibition of SPHK1 or SPHK2 caused substantial reductions in the cellular concentration of S1P, the product of these lipid enzymes (Figure 4A). The reduction in S1P was particularly notable with SPHK2-I treatment (Figure 4A) and was accompanied by some accumulation of the substrate, sphingosine (Figure 4B). Since sphingosine can be converted into ceramide and, in contrast to S1P, ceramide is a sphingolipid metabolite that mediates pro-apoptotic and anti-growth effects (7, 48), we thus examined whether cell death induced by SPHK1-I could be related to increases in ceramide levels. However, increases in ceramides at the indicated times were only significantly detected in cells treated with SPHK2-I (Figure 4C) and therefore, the distinct apoptosis induced by SPHK1-I does not seem to implicate ceramide production. Thus, both inhibitors reduced S1P levels in these cells but only SPHK2-I resulted in detectable increases in ceramides that could contribute to SPHK2-I-mediated growth inhibition, albeit not substantially to apoptosis.

**Figure 4:**
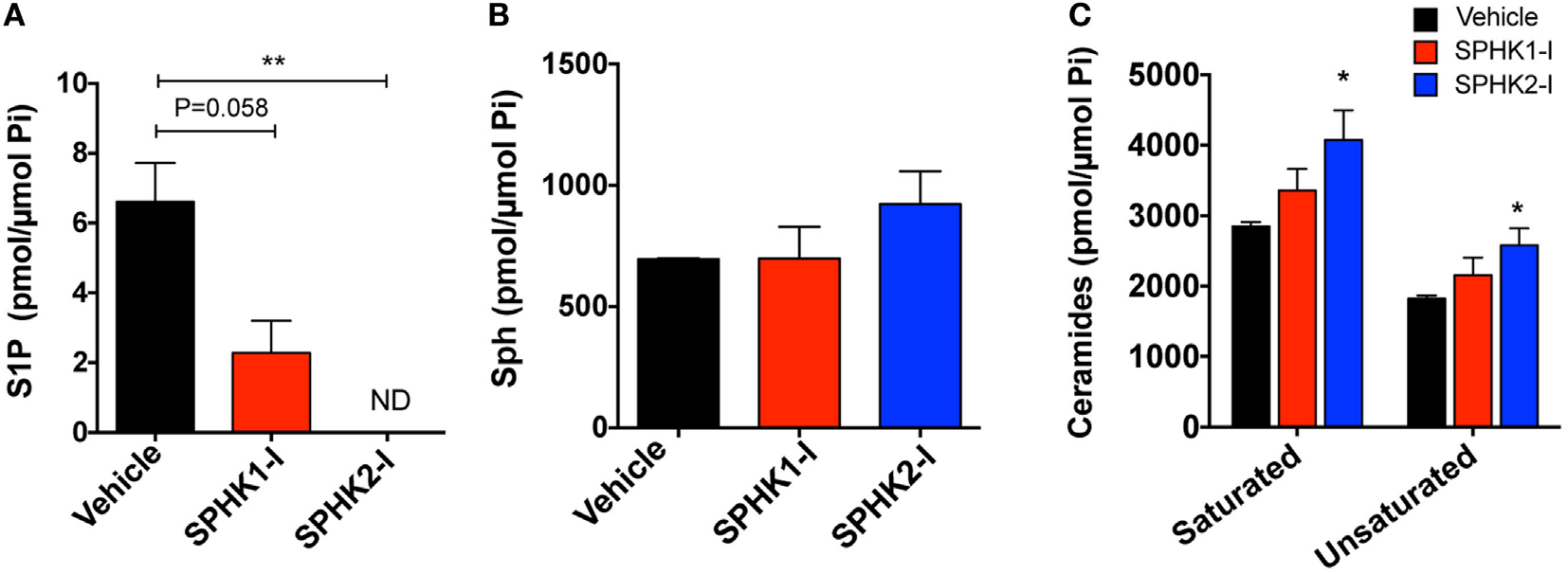
Effects of SPHK1 and SPHK2 inhibition in the intracellular levels of sphingolipid metabolites. HMC-1.2 cells were cultured in the presence of SPHK1-I (5 µM), SPHK2-I (50 µM), or vehicle (0.1% DMSO) overnight. Cellular lipids were extracted and the cellular amounts of sphingosine-1-phosphate (S1P) **(A)**, sphingosine (Sph) **(B)**, and ceramide **(C)** determined by mass spectrometry. The amount of all the saturated (C14, C16, C18, C20, C22, and C26) and unsaturated (C18:1, C20:1, C20:4, C22:1, C24:1, and C26:1) ceramides were combined for simplicity. The total content of phospholipid per sample was used to normalize the results. The most abundant ceramide species were C24 and C24:1. The data are presented as mean ± SD of two separate experiments each performed in duplicates. Significant differences from untreated and treated pairs are shown thus; *p < 0.05, **p < 0.01. ND indicates “not detected.”

### SPHK1-I and SPHK2-I Differentially Affect the Expression of Genes Regulating the DDR and Repair Pathways

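HMC-1.2 cells are a human neoplastic mast cell line with the D816V mutation of KIT. They carry another KIT mutation, written G560V in the paper and V560G in the sample labels. The cells were treated for 24 h with 0.1% DMSO as vehicle, with 5 µM SPHK1-I (SKI-178) or with 50 µM SPHK2-I (ABC294640). The inhibitors were used at different doses, so their changes are set side by side but not at a matched dose. Each of the 3 groups has 2 samples, numbered 1 and 2. Whether these were separate cultures is not given in the sources used here, so each p-value measures only the spread between these samples. The paper gives 3000000 cells per RNA sample and the sample labels give 1000000. mRNA was measured on a qPCR array with 84 cell cycle genes, 5 housekeeping genes and 7 control wells. The authors' threshold cycle (Ct) is a log2 measure in which a higher value means less mRNA, and no Ct is above 35. Their ΔCt is the Ct of a gene minus the mean Ct of B2M, GAPDH, HPRT1 and RPLP0, without ACTB, as the values show. Here, −ΔCt was compared between the groups with limma in 1 model of all 6 samples. The p-values were adjusted over the 84 genes by the method of Benjamini and Hochberg, and a gene counts as higher or lower at an adjusted p below 0.05. Lists of genes with one function, 13 in all, were tested with fry, which asks whether the members move one way on balance and does not compare them with other genes. The lists and the rule for choosing the named genes were fixed before the data were examined.

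The median Ct of the 84 genes was 27.2 and 27.0 in the vehicle samples, 27.6 and 29.5 in the SPHK1-I samples and 27.9 and 28.0 in the SPHK2-I samples. SPHK1-I sample 2 had the latest Ct values. The mean Ct of its 4 reference genes was 24.3 against 22.1 to 22.7 in the other samples, and 37 of its genes had a Ct above 30 against 9 to 13. The log2 difference between the duplicates had an SD across genes of 0.17 with vehicle, 0.48 with SPHK1-I and 0.13 with SPHK2-I. Against the mean of the 4 reference genes, B2M was 0.61 higher with SPHK1-I and 0.42 higher with SPHK2-I on the log2 scale. HPRT1 had log2 changes of −0.35 and −0.52, GAPDH of −0.29 and −0.15 and RPLP0 of 0.04 and 0.25. The median log2 change of all 84 genes was −0.35 with SPHK1-I and −0.25 with SPHK2-I. With SPHK1-I it was −0.58 and −0.18 without SPHK1-I sample 1 or 2. With SPHK2-I it was 0.30 and 0.26 with ACTB or HPRT1 alone as reference. An exact permutation test of 2 samples against 2 cannot give a p under 0.333, so no gene could pass such a test alone.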

To gain insights into the mechanisms of growth inhibition and induction of apoptosis in HMC-1.2 cells by SPHK1-I, we investigated the effects of these inhibitors on the expression of 84 genes that are critical for cell cycle regulation using a qPCR array. The original datasets with the changes in gene expression induced by SPHK1 or SPHK2 inhibitors can be found in NCBI’s Gene Expression Omnibus (49) and are accessible through GEO Series accession number GSE111060.^2^ 

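Cyclin E1 (CCNE1), which takes cells from late G1 into S phase, was 1.80-fold lower with SPHK1-I than with vehicle. Its level relative to the reference genes was 0.0212 ± 0.000418 (SD, n = 2) with vehicle, 0.0118 ± 6.43e-05 (SD, n = 2) with SPHK1-I and 0.0156 ± 0.00121 (SD, n = 2) with SPHK2-I. On the log2 scale CCNE1 fell with SPHK1-I (−0.85, standard error 0.15, adjusted p = 0.00729 from limma), and the value with SPHK2-I was −0.44 (standard error 0.15, adjusted p = 0.0662). Both samples of either inhibitor lay below both vehicle samples. Between the inhibitors, CCNE1 was 0.41 higher with SPHK2-I (adjusted p = 0.0920). Cyclin D3 (CCND3), a partner of CDK4 and CDK6 in G1, also fell with SPHK1-I, by 0.63 on the log2 scale (standard error 0.15, adjusted p = 0.0166). It had a value of −0.08 with SPHK2-I (adjusted p = 0.716), and the inhibitors differed by 0.55 (adjusted p = 0.0365). CCND1 had log2 changes of 0.30 and 0.42 with SPHK1-I and SPHK2-I and CCND2 of −0.09 and 0.09, none past the test. Of the 4 G1 cyclins on the array, 2 were lower with SPHK1-I (2 when adjusted over the list alone). With SPHK2-I the limma count was 0 (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05). The mean log2 change of the list was −0.32 with SPHK1-I (adjusted p = 0.0554 from fry) and was above zero, at 0.03, with HPRT1 alone as reference, and fry gave an adjusted p = 0.686 with SPHK2-I. When vehicle sample 1 or 2 was left out, CCNE1 had log2 changes of −0.83 and −0.87 with SPHK1-I (adjusted p = 0.0911 and 0.116) and CCND3 of −0.58 and −0.67 (adjusted p = 0.130 and 0.134), and without SPHK2-I sample 1 or 2 the adjusted p of CCND3 was 0.0567. The CCNE1 call with SPHK1-I was also lost with ACTB, GAPDH, HPRT1 or RPLP0 alone as reference (−0.55, −0.55, −0.50 and −0.88) and with Ct limited to 30 (−0.48), and the CCNE1 value with SPHK2-I turned to 0.11 with ACTB and 0.07 with HPRT1 alone.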

Treatment of HMC-1.2 cells with either SPHK1-I or SPHK2-I reduced cyclin E (*CCNE1*) mRNA expression, a cyclin responsible for late G1 or G1/S transition. 

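With SPHK2-I, cyclin A2 (CCNA2), which acts in S phase and G2, was 2.11-fold lower than with vehicle, and the mitotic cyclins B1 (CCNB1) and B2 (CCNB2), which activate CDK1, were 3.11-fold and 1.72-fold lower. The level of CCNA2 relative to the reference genes was 0.130 ± 0.00153 (SD, n = 2) with vehicle, 0.0916 ± 0.00673 (SD, n = 2) with SPHK1-I and 0.0617 ± 0.00816 (SD, n = 2) with SPHK2-I. That of CCNB1 was 0.0825 ± 0.0129, 0.0576 ± 0.0180 and 0.0264 ± 0.000375, and that of CCNB2 was 0.0833 ± 0.00142, 0.0700 ± 0.00297 and 0.0486 ± 0.00428 (SD, n = 2 each, same order). The log2 changes with SPHK2-I were −1.08 for CCNA2 (standard error 0.17, adjusted p = 0.00687 from limma), −1.64 for CCNB1 (0.24, 0.00687) and −0.78 for CCNB2 (0.16, 0.0106). With SPHK1-I the same genes had values of −0.50 (adjusted p = 0.0500, not below the threshold), −0.55 (0.118) and −0.25 (0.242). Tested directly, the inhibitors differed in all of CCNA2 (−0.57, adjusted p = 0.0404), CCNB1 (−1.09, 0.0170) and CCNB2 (−0.53, 0.0404), lower with SPHK2-I. Cyclin F (CCNF), a subunit of a ubiquitin ligase in G2, fell 1.85-fold with SPHK1-I (adjusted p = 0.0246) and 2.21-fold with SPHK2-I (adjusted p = 0.0113). Of the 4 S and G2/M cyclins, 4 were lower with SPHK2-I (4 when adjusted over the list alone) and 1 with SPHK1-I (2 when adjusted over the list alone). The list fell with SPHK2-I (mean log2 change −1.16, adjusted p = 0.0249 from fry), and against the other genes of the array camera gave an adjusted p of 0.0233 with a preset correlation and 0.491 with an estimated one. With SPHK1-I the mean was −0.55 (adjusted p = 0.0895 from fry). The log2 change of CCNB1 with SPHK2-I was −1.80, −1.48, −1.65 and −1.62 without vehicle sample 1, vehicle sample 2, SPHK2-I sample 1 or SPHK2-I sample 2 and its adjusted p was 0.103, 0.126, 0.0663 and 0.121, and none of the 4 cyclin calls with SPHK2-I held. With SPHK1-I, CCNB1 was at −0.22 (adjusted p = 0.207) without SPHK1-I sample 2 and at −0.87 without SPHK1-I sample 1, and without sample 2 CCNF was at −0.54 and the list mean −0.35; the calls with SPHK2-I were lost for CCNA2 with ACTB alone as reference (−0.53) and for CCNB2 with ACTB or HPRT1 alone (−0.23 and −0.26), and CCNB2 with SPHK1-I turned to 0.04, 0.04 and 0.10 with ACTB, GAPDH and HPRT1 alone.

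**Figure D1:**
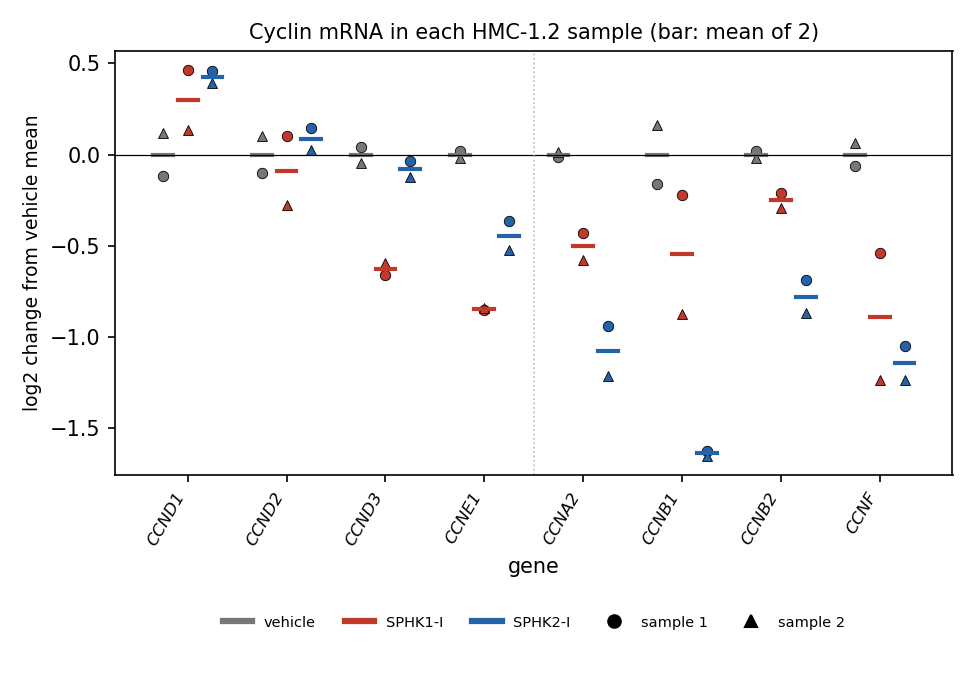
Log2 change of 8 cyclins from the vehicle mean in each of the 6 HMC-1.2 samples; circles are sample 1, triangles are sample 2 and bars are means of 2. CCNB1 is at −1.64 with SPHK2-I and −0.55 with SPHK1-I (−0.22 without sample 2), and CCNE1 at −0.44 and −0.85; with ACTB or HPRT1 alone as reference CCNE1 with SPHK2-I lies above zero, and with ACTB, GAPDH or HPRT1 alone CCNB2 with SPHK1-I does.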

Expression of cyclins A and B, which facilitate progression into the S and G2 phases (50), was also reduced by the inhibitors although more significantly so by SPHK2-I (Figure 5A). 

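The genes that prepare DNA for replication fell with SPHK1-I. MCM2, MCM3, MCM4 and MCM5, subunits of the replicative helicase, and CDC6, which loads it on DNA, were 2.15-fold, 2.19-fold, 2.26-fold, 1.68-fold and 2.28-fold lower than with vehicle. Of these 5 licensing genes, 5 were lower with SPHK1-I (5 when adjusted over the list alone; mean log2 change −1.07, adjusted p = 0.0224 from fry; camera, against the other genes, 0.0226 with a preset and 0.711 with an estimated correlation). With SPHK2-I 1 was lower (1 when adjusted over the list alone), MCM4 by 1.77-fold (adjusted p = 0.0106 from limma), and the list mean of −0.43 (adjusted p = 0.0937 from fry) was above zero with ACTB or HPRT1 alone as reference. CDC6, at −1.19 (standard error 0.19, adjusted p = 0.00729) with SPHK1-I and −0.19 (adjusted p = 0.443) with SPHK2-I, differed between the inhibitors by 1.00 (adjusted p = 0.0113). Leaving out vehicle sample 1 or 2 put CDC6 with SPHK1-I at −1.23 and −1.14 (adjusted p = 0.0911 and 0.116) and the licensing list at an adjusted p of 0.180 and 0.193, and that of the list was 0.102 without SPHK2-I sample 1 or 2.

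Among the 6 cyclin-dependent kinases, CDK6 rose 3.72-fold with SPHK1-I (adjusted p = 0.000745) and 1.74-fold with SPHK2-I (adjusted p = 0.0116), more with SPHK1-I (difference −1.10, adjusted p = 0.00930). CDK2, the partner of cyclins E and A, fell 1.88-fold and 1.76-fold. CDK4, a G1 kinase, fell 1.78-fold with SPHK1-I and had a log2 change of −0.21 with SPHK2-I, a difference of 0.62 (adjusted p = 0.0243). In all, 1 kinase was higher and 3 were lower with SPHK1-I, and 1 was higher and 2 were lower with SPHK2-I, with the same counts when adjusted over the list alone. The mean change of the kinases was −0.26 and −0.29 (adjusted p = 0.310 and 0.308 from fry), with a change of sign under ACTB or HPRT1 alone as reference for either inhibitor, under GAPDH alone with SPHK1-I and under the median gene with SPHK2-I. Fry's mixed form, which asks whether members change in either direction, gave adjusted p of 0.000463 and 0.00787. CDK6 has a Ct above 30 in all 6 samples and drops out with Ct limited to 30, where the other 5 kinases passed as lower with both inhibitors (means −0.52 and −0.51, adjusted p = 0.00768 and 0.00828 from fry). With SPHK1-I the mean of all 6 was −0.46 without SPHK1-I sample 1 (adjusted p = 0.0372) and −0.05 without sample 2, and the kinases also passed as lower with B2M alone (0.00787 and 0.0172). CDKN1A (p21), an inhibitor of CDK2, rose with SPHK1-I, and CDKN2B (p15), an inhibitor of CDK4 and CDK6, rose 1.74-fold with SPHK2-I (adjusted p = 0.0337). The 4 CDK inhibitors rose on balance with SPHK1-I (1 higher, 1 when adjusted over the list alone; mean log2 change 0.56, adjusted p = 0.0179 from fry; camera 0.00764 with a preset and 0.469 with an estimated correlation), with a mean of −0.05 with B2M alone as reference. With SPHK2-I 1 was higher (1 when adjusted over the list alone; mean 0.29, adjusted p = 0.0937 from fry), below zero with B2M alone. Leaving out vehicle sample 1 or 2 put CDK6 with SPHK1-I at 1.86 and 1.93 (adjusted p = 0.0626 and 0.0529), CDKN2B with SPHK2-I at 0.75 and 0.85 (adjusted p = 0.211 and 0.207) and the inhibitor list with SPHK1-I at an adjusted p of 0.0259 and 0.0542, and that of the list was 0.102 without SPHK2-I sample 1 or 2.

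Over the 84 genes, 4 were higher and 26 lower with SPHK1-I, and 4 were higher and 20 lower with SPHK2-I. This balance depended on the reference: with ACTB or HPRT1 alone 22 and 25 genes were higher and 7 and 9 lower with SPHK2-I, and with GAPDH or HPRT1 alone 4 and 7 were higher and as many lower with SPHK1-I. A change past 1.5-fold in the mean was seen in 34 and 27 genes. Both samples of the inhibitor lay on one side of both vehicle samples in 58 and 72 genes, against 33.3% of genes by chance. The calls did not outlast the loss of either vehicle sample, which leaves 1 in that group: limma called 0 genes with either inhibitor without vehicle sample 1 (25 and 20 at an unadjusted p under 0.05) or vehicle sample 2 (22 and 19), while 37 and 32 genes with SPHK1-I and 28 and 27 with SPHK2-I were past 1.5-fold without vehicle sample 1 or 2. Without SPHK1-I sample 1 the counts were 64 and 55 and without SPHK1-I sample 2 they were 45 and 55, and without SPHK2-I sample 1 or 2 they were 13 and 0 (20 and 19 at an unadjusted p under 0.05).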

Analysis of the expression of all cell cycle-related genes in the array with the IPA software predicted a downregulation of “*S phase entry*” and increased “*G1/S and G2/M checkpoint regulation*” as Canonical Pathways regulated by both SPHK1-I and SPHK2-I (Figure 5B; Table S2 in Supplementary Material). 

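Genes of mitosis fell with SPHK2-I. Aurora kinase A (AURKA), which builds the spindle poles, was 2.54-fold lower than with vehicle, survivin (BIRC5), a part of the chromosomal passenger complex, 2.33-fold lower, and CDC20, which activates the anaphase-promoting complex, 2.27-fold lower. Their log2 changes with SPHK2-I were −1.35 (standard error 0.30, adjusted p = 0.0125 from limma), −1.22 (0.20, 0.00687) and −1.19 (0.22, 0.00956). With SPHK1-I the values were −0.02, 0.37 and 0.22, none past the test, and the inhibitors differed in AURKA (−1.33, adjusted p = 0.0185), BIRC5 (−1.59, 0.00652) and CDC20 (−1.41, 0.00930). GTSE1, expressed in G2 and S phase, fell 2.13-fold with SPHK2-I. AURKB, the kinase of the passenger complex, fell with both inhibitors, 1.58-fold and 1.70-fold, as did the proliferation marker MKI67, 1.66-fold and 2.00-fold. Of 13 genes of mitosis and the spindle checkpoint, 9 were lower with SPHK2-I (11 when adjusted over the list alone) and 4 with SPHK1-I (4 when adjusted over the list alone). The list fell with SPHK2-I (mean log2 change −0.78, adjusted p = 0.0249 from fry; camera, against the other genes, 0.00403 with a preset and 0.455 with an estimated correlation). With SPHK1-I its mean was −0.29 (adjusted p = 0.0895 from fry), and above zero with ACTB, GAPDH or HPRT1 alone as reference. The genes of G2/M entry also fell on balance with SPHK2-I (mean −0.72, adjusted p = 0.0249 from fry; camera 0.0822 with a preset and 0.455 with an estimated correlation), where 3 of 7 were lower (6 when adjusted over the list alone). With SPHK1-I 3 of 7 were lower (3 when adjusted over the list alone; mean −0.50, adjusted p = 0.0533 from fry). CDK1, the mitotic kinase, fell 2.14-fold with SPHK1-I and 2.19-fold with SPHK2-I, a difference of −0.03 (adjusted p = 0.933). The phosphatase CDC25C, which activates CDK1, fell 1.63-fold with SPHK1-I (adjusted p = 0.0153) and was at −0.51 with SPHK2-I (adjusted p = 0.0557). CDC25C has a Ct above 30 in all 6 samples and drops out with Ct limited to 30. AURKA with SPHK2-I was at −1.56, −1.13, −1.39 and −1.30 without vehicle sample 1, vehicle sample 2, SPHK2-I sample 1 or SPHK2-I sample 2 (adjusted p = 0.103, 0.206, 0.100 and 0.129), and the adjusted p of the mitosis list was 0.125, 0.182, 0.129 and 0.165; the calls with SPHK1-I did not hold without either vehicle sample (CDK1 adjusted p = 0.110 and 0.165) or SPHK2-I sample (0.0556), and without SPHK1-I sample 2, AURKA, BIRC5, CDC20 and CDK1 with SPHK1-I were at 0.44, 0.15, −0.08 and −0.73, and without SPHK1-I sample 1 AURKA with SPHK1-I was at −0.47 and its difference −0.87. BIRC5 has a Ct near 30 with vehicle, and with Ct limited to 30 its change with SPHK2-I was 0.41. Its Ct with SPHK2-I, 31.7 and 31.8, is set to 30 there, so this sign comes from the limit and cannot decide the direction.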

Surprisingly, these results suggest that both inhibitors similarly restrict progression into S phase and imply that the accumulation in G2/M observed only after SPHK1-I treatment occurs by mechanisms other than a specific downregulation of cyclins regulating transitions into G2 or mitosis.

**Figure 5:**
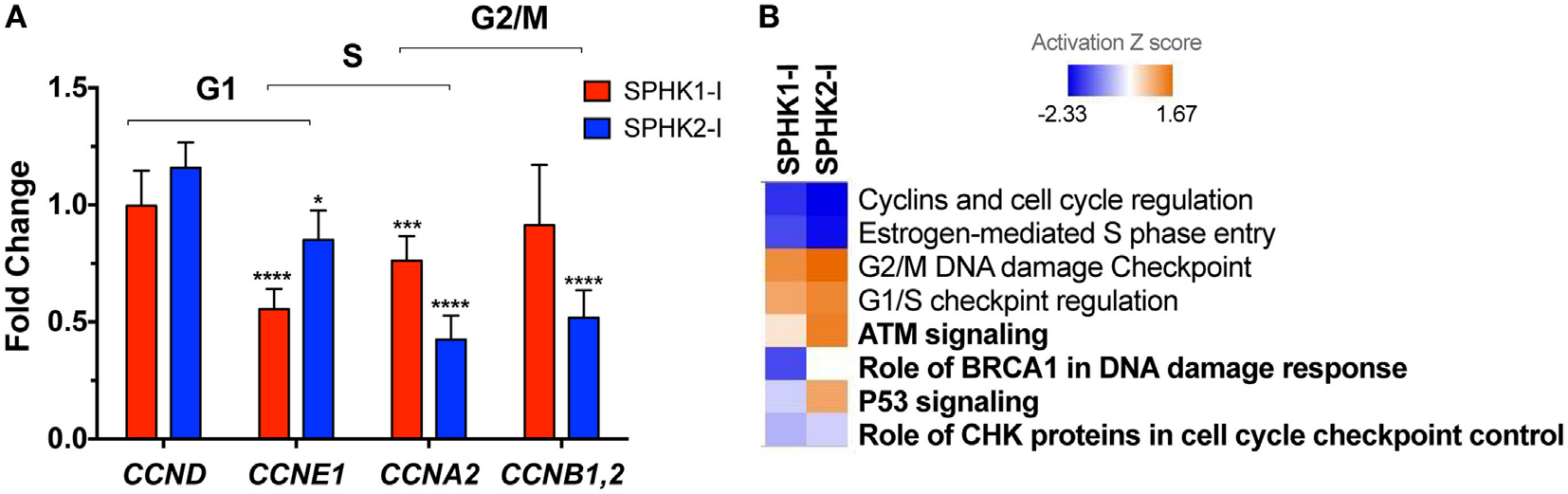
Effects of SPHK1 and SPHK2 inhibition in the expression of cell cycle genes. **(A)** Relative changes in the mRNA levels of the indicated cyclins in HMC-1.2 after 24 h treatment with 5 µM SPHK1-I or 50 µM SPHK2-I. Changes in the expression of cyclins were initially determined using a RT^2^ Profiler PCR Array and confirmed by Taqman gene expression assays. **(B)** Heat map of the canonical pathways affected by the treatment of HMC-1.2 with 5 µM SPHK1-I or 50 µM SPHK2-I for 24 h. Changes in expression of 84 genes involved in the cell cycle induced by SPHK1-I or SPHK2-I treatment were determined using a RT^2^ Profiler PCR Array. Fold changes in the genes induced by either inhibitor were then analyzed using the ingenuity pathway analysis (IPA) with 1.5-fold as a cutoff. Shown is a comparison analysis done by IPA of the canonical pathways most significantly affected by either inhibitor and sorted by the activation *Z* score (blue: predicted inhibited and red: predicted activated). In bold, pathways related to DNA damage response cascade.

As shown in Figure 5B and Table S2 in Supplementary Material, analysis by IPA of all cell cycle genes affected by the inhibitors gave further insights into these potential mechanisms. 

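Of the 26 genes that fell with SPHK1-I and the 20 that fell with SPHK2-I, 10 fell with both: AURKB, CCNF, CDC25A, CDK1, CDK2, CHEK2, KPNA2, MCM4, MKI67 and SKP2. KPNA2, an import receptor, lies outside the rule for named genes and is named after its values were seen. CDC25A, the phosphatase that activates CDK2, fell 2.36-fold with SPHK1-I (adjusted p = 0.0311 from limma) and 2.48-fold with SPHK2-I (adjusted p = 0.0317). CDK6 rose with both, and 0 genes passed the test in opposite directions. Across the 84 genes, which are not independent replicates, the changes correlated with a Pearson r of 0.46 and a Spearman rho of 0.46. Both changes are taken against the same vehicle samples, and simulated groups without any change gave an r of 0.50 (95% of 1000 simulations from 0.30 to 0.66), so the r alone does not separate shared changes from the shared vehicle. The covariance was 0.142, against 0.0231 in the simulated groups (95% from 0.0119 to 0.0374), so it lies beyond what the spread between duplicates gives. The simulated groups held only that spread, so a deviation common to both vehicle samples is not excluded as its source. The inhibitors also differed directly, with 13 genes higher and 13 lower with SPHK2-I than with SPHK1-I at an adjusted p below 0.05, and both SPHK2-I samples on one side of both SPHK1-I samples in 49 genes against 33.3% by chance. From the cyclin changes and its pathway analysis, the paper proposes that both inhibitors restrict entry into S phase alike, and that cells gather in G2/M with SPHK1-I by another route than lower cyclins of G2 and mitosis. The gathering itself was seen in its flow cytometry of DNA content, after a longer treatment than that of these mRNA samples. With SPHK2-I, cells gathered in G0/G1 instead. The count of differences was 0 without vehicle sample 1 or 2 (27 and 27 at an unadjusted p under 0.05 from limma) and without SPHK2-I sample 1 or 2 (21 and 20), and 61 and 42 without SPHK1-I sample 1 or 2. CDC25A, left without vehicle sample 1 or 2, had an adjusted p of 0.179 and 0.238 with SPHK1-I and of 0.199 and 0.254 with SPHK2-I, and without SPHK1-I sample 2 its change with SPHK1-I was −0.62, and with Ct limited to 30 it was −0.10.

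**Figure D2:**
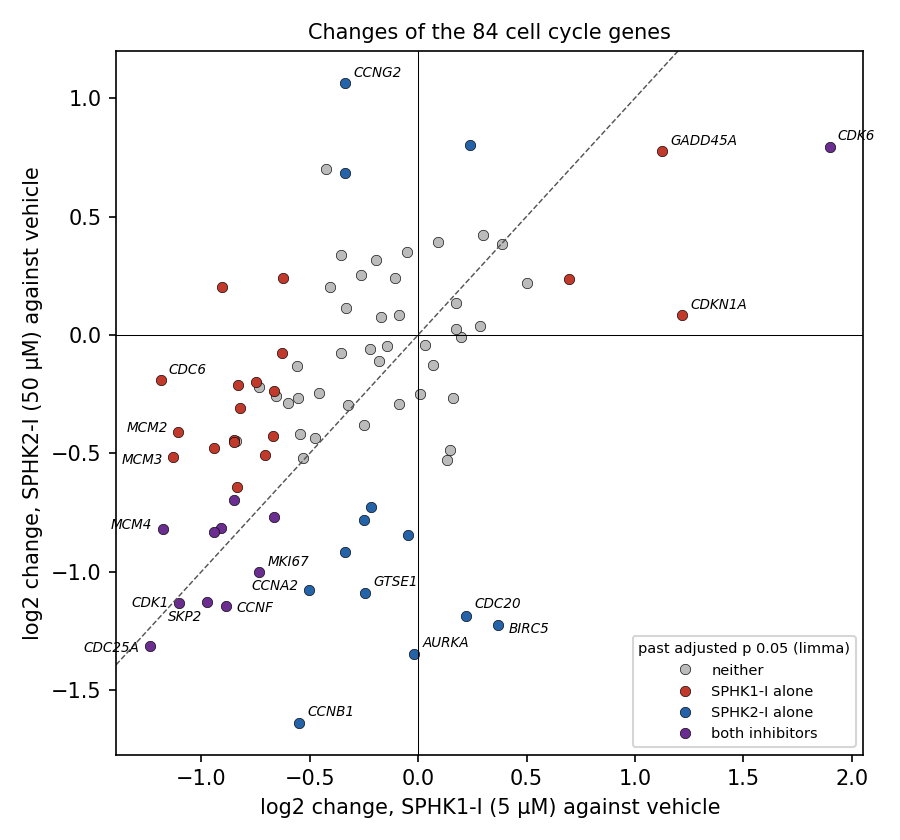
Log2 change of each of the 84 genes with 5 µM SPHK1-I (horizontal) and 50 µM SPHK2-I (vertical) against vehicle, coloured by which inhibitor passed an adjusted p of 0.05; the dashed line marks equal change. CDK6 lies far to the right, at 1.90 and 0.80, the 10 genes that fell with both lie at the lower left, and BIRC5, CDC20 and AURKA lie near zero or above for SPHK1-I and below −1.00 for SPHK2-I.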

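Some checkpoint and repair genes of the DNA damage response were lower with SPHK1-I, while neither list passed fry's one-way test in the setting reported. The checkpoint kinases CHEK1 and CHEK2 were 1.79-fold and 1.80-fold lower than with vehicle, and RAD9A, a part of the clamp that recruits ATR signalling to damaged DNA, 1.87-fold lower. The level of RAD9A relative to the reference genes was 0.00664 ± 0.000773 (SD, n = 2) with vehicle, 0.00356 ± 0.000603 (SD, n = 2) with SPHK1-I and 0.00762 ± 0.000474 (SD, n = 2) with SPHK2-I. The recombination genes BRCA1 and BRCA2 fell 1.77-fold and 1.54-fold with SPHK1-I (adjusted p = 0.0323 and 0.0444 from limma). With SPHK2-I their log2 values were −0.31 and 0.24, neither past the test. The inhibitors differed in RAD9A (1.11 higher with SPHK2-I, standard error 0.19, adjusted p = 0.0103) and BRCA2 (0.86 higher, standard error 0.20, adjusted p = 0.0185). No difference passed for CHEK1 (0.19, standard error 0.25, adjusted p = 0.587) or CHEK2 (0.15, standard error 0.20, adjusted p = 0.590), and CHEK2 fell with SPHK2-I too, 1.62-fold (adjusted p = 0.0369). The damage-sensing kinases ATM and ATR had log2 values of −0.73 (standard error 0.36, adjusted p = 0.159) and −0.35 (adjusted p = 0.199) with SPHK1-I and of −0.22 and −0.08 with SPHK2-I. Of 8 DNA damage checkpoint genes, 3 were lower with SPHK1-I (3 when adjusted over the list alone; mean log2 change −0.51, adjusted p = 0.124 from fry) and 1 with SPHK2-I (0 when adjusted over the list alone; mean −0.14, adjusted p = 0.667). Of 6 double-strand break repair genes, 3 were lower with SPHK1-I (6 when adjusted over the list alone; mean −0.60, adjusted p = 0.0892 from fry). With SPHK2-I limma called 0 of them (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05; mean −0.15, adjusted p = 0.612 from fry). With SPHK1-I the repair list passed fry with all 5 housekeeping genes as reference (adjusted p = 0.0499), with Ct limited to 30 (0.0475; mean −0.37), and, as did the checkpoint list, with B2M alone (0.00787 for each) and without SPHK1-I sample 1 (0.0348 for each). The checkpoint mean with SPHK1-I was −0.26 without SPHK1-I sample 2 and 0.28 with Ct limited to 30. Both means with SPHK2-I were above zero with ACTB, GAPDH, HPRT1 or the median gene as reference, and both lists passed as higher with ACTB alone (adjusted p = 0.0101 and 0.0446) and as lower with B2M alone (0.0391 and 0.0381). As lists, the checkpoint and repair genes did not pass a test of a one-way difference between the inhibitors (adjusted p = 0.240 and 0.133 from fry). Fry's mixed form, which allows either direction, gave adjusted p of 0.0625 and 0.0318 for that difference. With SPHK1-I it gave 0.0525 and 0.0469. The mixed form was run only in the setting reported. The calls of this group did not hold without vehicle sample 1 or 2 (adjusted p with SPHK1-I of 0.184 and 0.249 for CHEK1 and 0.0911 and 0.134 for RAD9A), nor, apart from RAD9A with SPHK1-I, without SPHK2-I sample 1 or 2 (0.0923 for CHEK1), and without SPHK1-I sample 2 the log2 changes of CHEK1, BRCA1, BRCA2, ATM and ATR were −0.45, −0.46, −0.38, −0.13 and −0.14, and the differences of CHEK1 and CHEK2 turned to −0.19 and −0.11. BRCA2 and ATM had a Ct above 30 in all 6 samples and drop out with Ct limited to 30. RAD9A had a Ct above 30 in both SPHK1-I samples. With Ct limited to 30 its change with SPHK1-I was 0.64 and its difference between the inhibitors −0.44, and CHEK2 was at −0.04 with SPHK1-I. The limit sets a later Ct to 30, which raises both genes in SPHK1-I sample 2, where the reference genes are late. These signs, and that of the checkpoint mean under the limit, therefore cannot decide the direction.

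**Figure D3:**
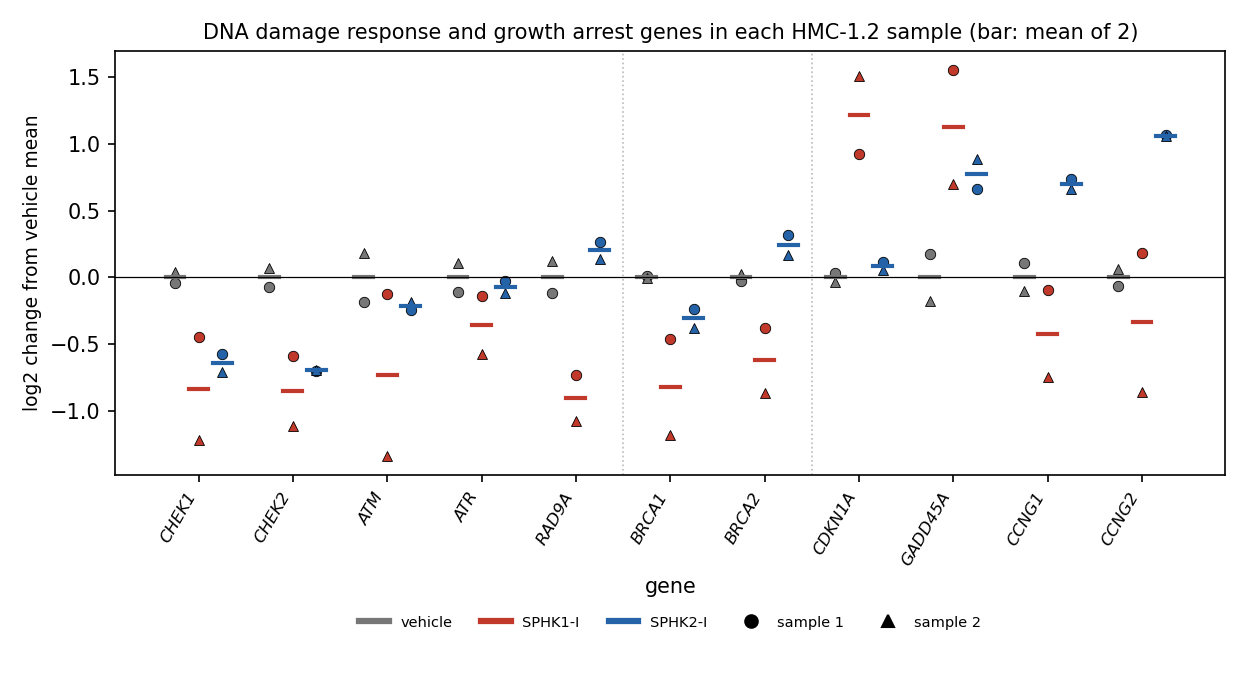
Log2 change of 11 DNA damage response and growth arrest genes from the vehicle mean in each of the 6 HMC-1.2 samples; circles are sample 1, triangles are sample 2 and bars are means of 2. RAD9A is at −0.90 with SPHK1-I and 0.20 with SPHK2-I. Limiting Ct to 30 gives the reverse order, but it raises RAD9A in the SPHK1-I samples, so it cannot decide the order. SPHK1-I sample 2 lies below SPHK1-I sample 1 in each gene but CDKN1A.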

IPA suggested that pathways related to DDR mechanisms (noted in bold in Figure 5B) were distinctly regulated by these inhibitors. 

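Of the genes that slow or stop growth after stress, CDKN1A and GADD45A rose with SPHK1-I and CCNG2 rose with SPHK2-I. CDKN1A (p21), which halts the cycle, was 2.33-fold higher with SPHK1-I than with vehicle, at a level of 0.212 ± 0.0604 (SD, n = 2) relative to the reference genes against 0.0894 ± 0.00311 (SD, n = 2), and was 0.0948 ± 0.00291 (SD, n = 2) with SPHK2-I. Its log2 change was 1.22 (standard error 0.21, adjusted p = 0.00729 from limma) with SPHK1-I and 0.08 (adjusted p = 0.767) with SPHK2-I, a difference of −1.13 (adjusted p = 0.0113). GADD45A, a stress gene that acts in repair and G2 arrest, rose 2.18-fold with SPHK1-I (adjusted p = 0.0195) and was at 0.78 with SPHK2-I (adjusted p = 0.0783), with no difference past the test (−0.35, adjusted p = 0.392). The cyclin G genes had log2 values of 0.70 (CCNG1, adjusted p = 0.0604) and 1.06 (CCNG2, adjusted p = 0.0369) with SPHK2-I and of −0.42 and −0.34 with SPHK1-I, and both differed between the inhibitors (1.12, adjusted p = 0.0141, and 1.40, adjusted p = 0.0170). The survival gene BCL2 was at 0.39 and 0.38 with SPHK1-I and SPHK2-I, neither past the test. Without vehicle sample 1 or 2, CDKN1A with SPHK1-I was at 1.25 and 1.18 (adjusted p = 0.0911 and 0.116), GADD45A at 1.30 and 0.95 (adjusted p = 0.110 and 0.221) and CCNG2 with SPHK2-I at 1.00 and 1.13 (adjusted p = 0.237), and without SPHK2-I sample 1 or 2 the adjusted p of CCNG2 with SPHK2-I was 0.196 and 0.205 and that of GADD45A with SPHK1-I 0.0589. Without SPHK1-I sample 2, CCNG1 and CCNG2 with SPHK1-I were at −0.10 and 0.18 and the difference of CCNG2 at 0.88, and without SPHK1-I sample 1 CCNG1, CCNG2 and GADD45A with SPHK1-I were at −0.75, −0.86 and 0.70; with RPLP0 alone as reference none of CDKN1A, GADD45A with SPHK1-I and CCNG2 with SPHK2-I passed (1.18, 1.09 and 0.81).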

As pathways involved in the DDR are key in coordinating cell cycle progression with DNA repair and cell death/survival decisions, this analysis raised the possibility that arrest on G2/M by SPHK1-I treatment could be the result of unrepairable DNA damage or incomplete replication instead of regulation of cyclin expression.

### Inhibition of SPHK1 Causes CHK2-Mediated DDR Cascades Leading to Cell Death in HMC-1.2 Cells

We next investigated whether the DDR-related pathways were indeed affected by inhibition of SPHK1 in HMC-1.2 cells and which of the possible DDR cascades were involved. DNA damage is sensed by the PI3K-like kinases ataxia telangiectasia and Rad3-related protein (ATR) and ataxia telangiectasia mutated (ATM). ATR and ATM phosphorylate CHK1 and CHK2, respectively, which coordinate signaling cascades leading to cell cycle arrest and DNA repair or induce cell death or senescence if the damage cannot be repaired (51–53) (Figure 6A). While no significant effect on CHK1 or CHK2 phosphorylation was observed in cells treated with SPHK2-I, treatment with SPHK1-I markedly increased the phosphorylation of CHK2 in Thr68 (Figure 6B; Figure S3 in Supplementary Material), a site phosphorylated by ATM, suggesting an activation of ATM in response to double-stranded breaks or telomere damage (54, 55). Consistent with this conclusion, HMC-1.2 cells treated with SPHK1-I showed increased phosphorylation of H2AX at Ser139 an early marker of double-stranded breaks. By contrast, SPHK1-I did not affect the phosphorylation in Ser345 of CHK1 but reduced CHK1 expression, indicating a unique activation of the DDR in HMC-1.2 cells, with CHK2 activation but simultaneous depletion of CHK-1, which could have catastrophic effects on cells.

**Figure 6:**
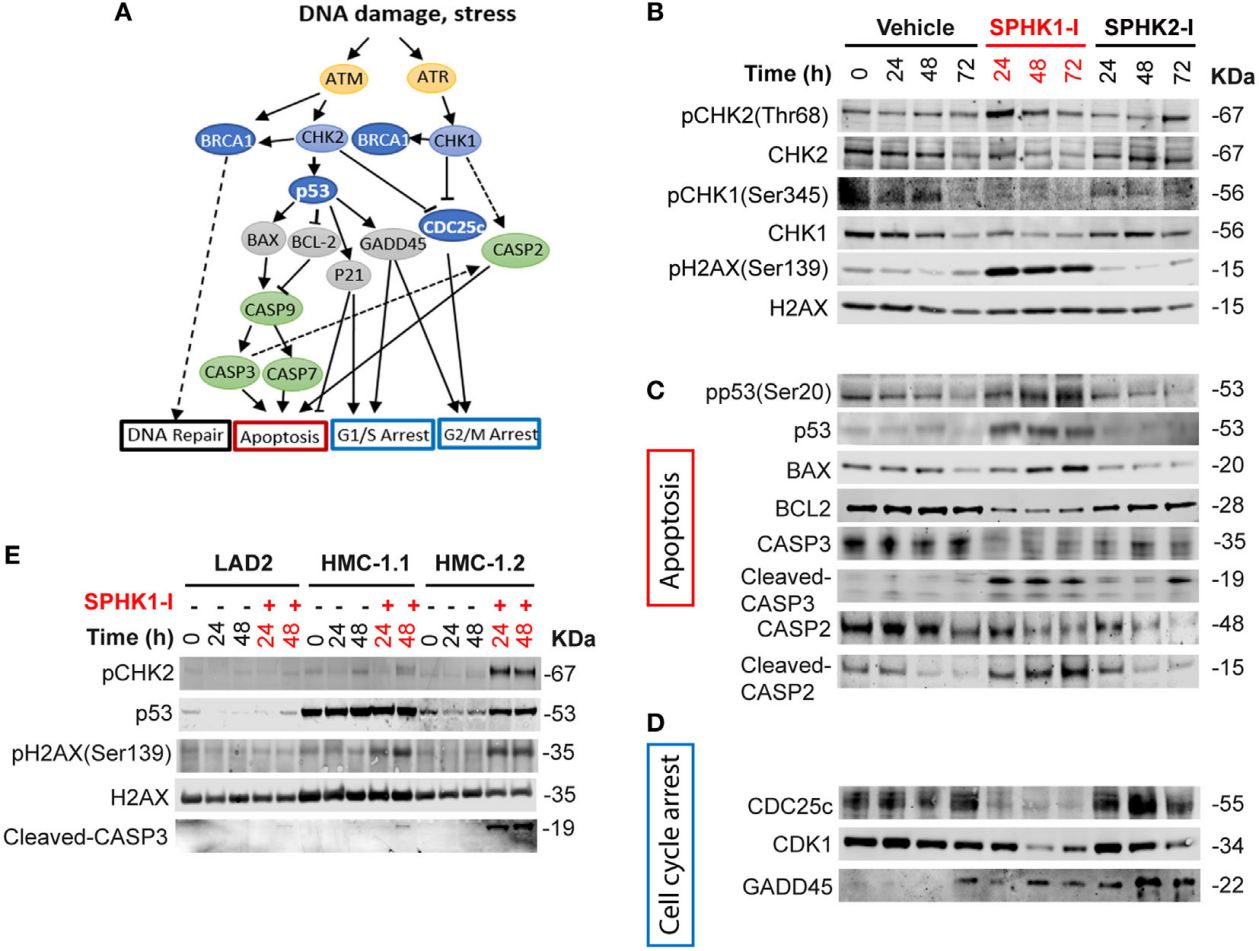
Activation of the DNA damage response (DDR) cascade by inhibition of SPHK1. **(A)** Schematic representation of players in the DDR cascade. **(B–D)** Western blots analysis of HMC-1.2 lysates after treatment with SPHK1-I (10 µM), SPHK2-I (50 µM), or vehicle (0.1% DMSO) for 24, 48, or 72 h, showing changes in the activation/levels of various effectors in the DDR. **(C)** CHK2-dependent effectors of the DDR involved in the apoptotic pathway as illustrated in panel **(A)**. **(D)** CHK2-dependent DDR effectors involved in cell cycle arrest as illustrated in panel **(A)**. **(E)** Western blot analysis showing the phosphorylation state or expression levels of the indicated DDR effectors after the treatment of LAD2, HMC-1.1, and HMC-1.2 cells with 10 µM SPHK1-I or vehicle for 24 and 48 h. All blots are from a representative experiment of at least three separate experiments. Each membrane was probed with β-actin to demonstrate equal loading and these blots are shown in Figures S3A and S6 in Supplementary Material.

Phosphorylation of CHK2 may activate an array of effectors in the DDR that orchestrates the cell outcome (Figure 6A). Phosphorylation of p53 at Ser20, a residue that is a substrate for CHK2, was substantially increased by SPHK1-I. Increased p53 phosphorylation, as expected, resulted in the stabilization of p53 and thus increased levels compared with untreated cells (Figure 6C; Figure S3 in Supplementary Material). Downstream of p53 and consistently with its tumor suppressor activity, the levels of its transcriptional targets, the pro-apoptotic BAX, and the anti-apoptotic BCL2 were upregulated and downregulated, respectively. As a consequence, the executioner CASP3 was cleaved and activated. Cleaved CASP2 was also increased after treatment with SPHK1-I but not with SPHK2-I (Figure 6C; Figure S3 in Supplementary Material). Although CASP2 cleavage may occur *via* CASP3, CASP2 activation by SPHK1-I is also in agreement with the observed reduction in CHK1 levels, an effect that has been reported to limit DNA repair and induce apoptosis *via* CASP2 (56–58) (Figure 6A). The results suggest that inhibition of SPHK1 causes cell death in HMC-1.2 by selectively activating the CHK2/p53/CASP3 pathway and causing CHK1 depletion with consequent CASP2 activation.

Activation of the DDR may also lead to arrest of cells in various stages of the cell cycle. Consistent with the observed cell cycle arrest in G2/M, SPHK1-I but not SPHK2-I caused a depletion of the dual-specificity phosphatase CDC25c (Figure 6D; Figure S3 in Supplementary Material) which removes the inhibitory phosphate residues from CDK1 and allows the cell cycle to proceed. This effect on CDC25c is likely to be a consequence of SPHK-1 induced activation of CHK2 since CHK2 was reported to mediate either ubiquitination/degradation or phosphorylation/inactivation of CDC25c (53, 55). In addition, CDK1 expression levels were also markedly reduced by SPHK1-I treatment. The depletion of CDK1 ensures no further progression into mitosis. Furthermore, the expression of growth arrest and DNA damage-inducible (GADD45α), another transcriptional target of p53 that mediate cell cycle arrest (59), were increased in HMC-1.2 cells treated with either SPHK1-I or SPHK2-I (Figure 6D; Figure S3 in Supplementary Material). Overall, the data showing GADD45α upregulation supports the view that both inhibitors slow down entry into the cell cycle (G1/S) but an additional and more prominent and catastrophic consequence of SPHK1 inhibition in HMC-1.2 cells is the activation of the DDR, with CHK2-mediated G2/M arrest *via* CDC25c and CDK1 depletion as well as apoptotic cell death *via* CHK2/p53 and CHK1/CASP2 pathways.

### Activation of CHK2 by SPHK1-I Is More Prominent in Cells With D816V-KIT

We then tested whether the activation of this pathway by SPHK1-I correlated with its effects on the cell cycle and apoptosis in the different cell lines. Concomitantly with the effect on G2/M arrest and apoptosis, the effect of SPHK1-I treatment on CHK2 phosphorylation and CASP3 activation was more pronounced in HMC-1.2 than in HMC-1.1 and in LAD2 cells (Figure 6E; Figure S4 in Supplementary Material), which lack D816V-KIT. Similarly, treatment of murine P815 cells (harboring D816V-KIT) with SPHK1-I also induced Chk2 phosphorylation, p53 stabilization, and Casp3 activation, while this pathway was not observed in normal mouse BMMCs (Figure S5A in Supplementary Material). In addition, SPHK1-I induced a more pronounced CHK2 phosphorylation in HCT116 carrying D816V-KIT than the parental HCT116 cells (Figure S5B in Supplementary Material). Thus, these data implicate activation of the DDR by SPHK1-I as a mechanism involved in the increased susceptibility of cells with D816V-KIT to this inhibitor.

### SPHK Inhibitors Reduce Growth of Bone Marrow Neoplastic MCs From Patients and of Ectopic MC Tumors in Mice

To further assess the potential effectiveness of these inhibitors in preclinical models, we first treated bone marrow cells from four different patients with indolent and smoldering mastocytosis (see Table S1 in Supplementary Material) with SPHK1-1 or SPHK2-I. After 5 days in culture, the number of bone marrow malignant CD25^+^ MCs was substantially reduced by treatment with SPHK1-I and SPHK2-I (Figure 7A). Similarly, these inhibitors reduced by >50% the number of CD25^+^ MCs in 6-week-old CD34^+^-derived MC cultures from peripheral blood from one of the patients (Figure 7B). Whereas SPHK2-I was similarly effective in reducing MC numbers from normal donors (compare Figure 7B to Figure 1C), SPHK1-I significantly inhibited the growth of patient’s CD25^+^ MCs but not normal donor’s HuMCs (compare Figures 7B and 1C).

**Figure 7:**
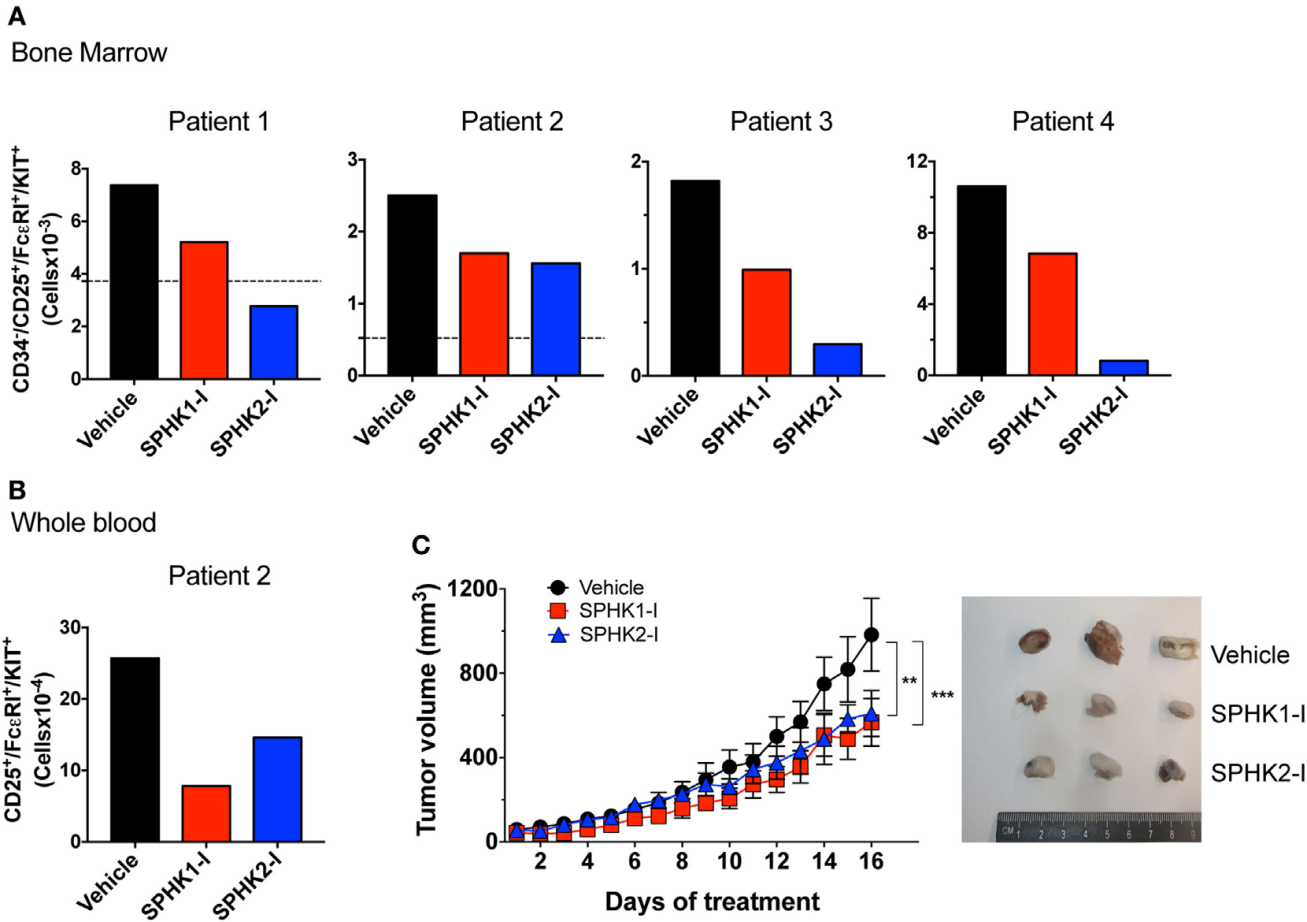
Inhibition of SPHK1 or SPHK2 reduces neoplastic mast cell (MC) number from bone marrows of patients with systemic mastocytosis and reduces growth of D816V-KIT MCs in a xenograft mouse model. **(A)** 0.5 × 10^6^ CD34^+^ cells from bone marrow aspirates from four independent donors with systemic mastocytosis (Table S1 in Supplementary Material) were cultured for 5 days in the presence of SPHK1-I (10 µM), SPHK2-I (50 µM), or vehicle (0.1% DMSO) in culture media. Total numbers of CD34^−^/CD25^+^/KIT^+^/FcεRI^+^ in each sample as determined by FACS analysis were calculated from the percentages of each gated population. Horizontal dotted lines represent the number of CD34^−^/CD25^+^/KIT^+^/FcεRI^+^ originally plated at day 0. This analysis at day 0 was not done for patients 3 and 4 due to limited number of available cells in those marrow aspirates. **(B)** CD34^+^ progenitors from whole blood were cultured for 6 weeks and treated with the inhibitors or vehicle as in panel **(A)** and analyzed by flow cytometry. Data were calculated as in panel **(A)**. **(C)** Mice were inoculated subcutaneously with 1 × 10^6^ HMC-1.2 cells and allowed for tumors to grow to 50 mm^3^ in volume. Mice were then injected daily (i.p.) with 20 mg/kg SPHK1-I, 40 mg/kg SPHK2-I, or vehicle (PEG400 + 5% DMSO) and tumor volume measured (*n* = 5/group). Shown on the right are images of three representative tumors excised from each group of mice.

We next examined whether SPHK inhibition could also reduce the growth of D816V-KIT MCs *in vivo* in a xenograft mouse model. HMC-1.2 cells inoculated subcutaneously into immunodeficient mice formed palpable ectopic tumors that grew steadily over the course of the experiment. Mice treated daily with SPHKI-1 (20 mg/kg) or SPHK2-I (40 mg/kg) after the tumors were palpable (50 mm^3^) showed a significant reduction in tumor volume over time compared with those in mice treated with vehicle (Figure 7C). The inhibition of growth by SPHK1-I and SPHK2-I of primary neoplastic MCs from patients and of D816V-KIT MCs *in vivo* support the conclusion that SPHK inhibitors are appropriate candidates to consider for clinical applications in the treatment of mastocytosis.

## Discussion

Advanced SM can result in aggressive neoplastic MC infiltrates in tissues and end-of-organ compromise, requiring cytoreductive therapy. Current treatments targeting oncogenic D816V-KIT have shown limited long-term improvement and thus additional therapeutic approaches are needed. In this study, we find that SPHK1 and SPHK2, the enzymes responsible for the generation of the lipid mediator S1P, are upregulated in neoplastic human MCs and critically regulate their proliferation/survival. We also demonstrate the effectiveness of inhibition of SPHK1 and SPHK2 in reducing the numbers of malignant bone marrow MCs from patients with SM and *in vivo* in xenograft models. Of particular interest, inhibition of SPHK1 by SKI-178 prevented entry into mitosis and induced cell death most prominently in MCs with D816V-KIT. This involved the activation of CHK2 kinase concomitant with the depletion of CHK1, and downstream induction of the DDR leading to cell death. Overall, the data presented suggest great potential for SPHK inhibitors as alternatives to tyrosine kinase inhibitors in the treatment of aggressive SM.

Sphingosine kinases, especially SPHK1, are well-recognized regulators of proliferation and survival, although their involvement in these processes depends on the cell type. We find that neoplastic human MCs with oncogenic KIT mutations (including HMC-1.2 and bone marrow CD25^+^ malignant MC from patients with SM) as well as other cells carrying D816V-KIT, are more vulnerable to inhibition of SPHK1 than normal MCs or other cell counterparts lacking this mutation. This suggests that SPHK1 may mediate critical oncogenic pathways of D816V-KIT and, together with findings that loss of SPHK1 reduces bioactive mediator release by human MCs (28, 29), make SPHK1 a more desirable target for therapeutic development than SPHK2 since it blocks both proliferation and function of MCs. Nonetheless, the SPHK2-I used in this study may also represent a drug of interest in the treatment of aggressive mastocytosis since it is already in clinical trials for other malignancies and as demonstrated here, is also quite effective in reducing the numbers of CD25^+^ MCs and other neoplastic MCs. The finding that SPHK2-I also affects the growth of normal MCs may not detract from its use, since imatinib-induced depletion of normal MCs during imatinib therapy did not show adverse clinical manifestations (60).

An unexpected observation in this study was the differential effects of SPHK1 compared with SPHK2 inhibition despite their similar effects in reducing cellular S1P levels. SPHK1 inhibition resulted predominantly in G2/M arrest and an induction of apoptosis that could not be explained by increased ceramide levels, while SPHK2 inhibition accumulated cells in G0/G1, slowing entry into the cell cycle. The arrest in G0/G1 by blockage of SPHK2 is relatively consistent among cells (46, 61, 62) but reports suggest that blockage of SPHK1 activity may arrest cells in G2/M or G0/G1 depending on the cell type (14, 15, 63, 64). We found that both inhibitors similarly regulate the expression of cyclins in HMC-1.2, with a pattern consistent with a predicted arrest in G0/G1. A defining effect of SPHK1 suppression in neoplastic MCs, particularly those harboring D816V-KIT, was a deregulation of the DDR cascade which prevented entry into mitosis (G2/M arrest) of those cells that had passed the G0/G1 checkpoint, leading to them to programmed cell death. We propose this mechanism may be common to certain types of cancer cells and may partially explain the diverse effects on the cell cycle by SPHK1 blockage.

The activation of the DDR by SPHK1-I in D816V-KIT MCs was initiated by double-stranded breaks and induction of CHK2 activity. This effect has not been previously reported, but in other cancer cells, knockdown of SPHK1 and reduction in S1P levels sensitize them to DNA damage by ionizing radiation (IR) (65) or by doxorubicin (66). In D816V-KIT MCs, activation of CHK2 by SPHK1-I mediated a depletion of CDC25c, a phosphatase needed for the removal of an inhibitory residue in CDK1 before entry into mitosis, and a downregulation in CDK1, which is needed for the induction of mitosis when complexed with cyclin B. Activated CHK2 also phosphorylated and stabilized p53, which then increased BAX but reduced BCL2 levels, resulting in cleavage and activation of the executioner CASP3. In addition to CHK2 activation, CHK1 was distinctly depleted by SPHK1-I treatment, an observation consistent with a compromise in DNA repair and activation of CASP2. Inactivation or loss of CHK1 under robust genotoxic insults or IR damage drives a type of cell death that can bypass p53 deficiency. This has been the basis for recent treatment strategies in refractory cancers that would combine DNA damage-promoting drugs with inhibitors of CHK1 (57, 67, 68). Our data pose the intriguing possibility that SPHK1 inhibition on its own can act in D816V-KIT MCs like such proposed combination therapy (67) since it activates a CHK2-induced DDR while shutting down CHK1-induced repair, ensuring apoptosis of the transformed cells by p53-dependent and -independent mechanisms. These observations in turn suggest that synergistic treatments with anticancer drugs that cause DNA damage may prove even more effective.

The specific mechanism by which inhibition of SPHK1 by SKI-178 causes DNA double-stranded breaks is, however, unclear. The possibility that the inhibitor directly causes DNA damage is unlikely because LAD2 cells were not sensitive to this inhibitor or exhibited H2AX phosphorylation. A similar cascade of CHK2 activation, CDC25c depletion, p53 and CASP3 activation has been described after loss of telomere stability initiated by either reduced telomerase activity or alterations in the complexes that protect telomeres (55, 69–74). Since nuclear S1P generated by SPHKs stabilizes the catalytic subunit of telomerase (human telomerase reverse transcriptase, hTERT) (75), an interesting possibility is that SPHK1 may become critical for the proliferation and viability of cells with oncogenic D816V-KIT by preventing double-stranded breaks at fragile sites, particularly telomeres, during oncogene-induced replication stress. SPHK1 in these cells may support hTERT activity, which is increased in HMC-1.2 compared with normal human MCs (76), or promote repair mechanisms, which are upregulated in oncogenic cells. Nevertheless, further studies are needed to identify whether these or other mechanisms are involved.

In conclusion, this study determines that SPHK activities are important regulators for the proliferation of normal and neoplastic MCs *in vitro* and in MCs of patients with mastocytosis *ex vivo*. Moreover, we show that inhibition of their activity reduces MC burden in a xenograft model of neoplastic MCs and identify SPHK1 as an efficacious target for oncogenic KIT signaling. SPHK1 inhibition triggers an apoptotic program that resembles DDR-mediated apoptosis resulting from loss of telomere stability. Although more studies are necessary to evaluate the clinical potential of these inhibitors, our data show promise targeting SPHKs as an effective therapy, perhaps in combination with existing therapies, in the treatment of aggressive mastocytosis and other diseases involving D816V-KIT mutations.

## Ethics Statement

This study was carried out in accordance with the recommendations of the NIH and NIAID Institutional Review Board with written informed consent from all subjects. All subjects gave written informed consent in accordance with the Declaration of Helsinki. The protocols 98-I-0027 and 02-I-0277 were approved by the NIAID Institutional Review Board. This study was carried out in accordance with the recommendations of NIH guidelines and the NIH/NIAID Animal Care and Use Committee. The protocol was approved by the NIH/NIAID Animal Care and Use Committee (animal study proposal LAD2E).

## Author Contributions

RM-C initiated the study; GB, RM-C, and AT contributed equally to the bulk of the experimental work in this study; GB, RM-C, AT, AD, and YY performed experiments and analyzed data; HK scheduled patients’ visits and provided patients’ bone marrow aspirates; DM contributed to the design, intellectual content, and writing of the manuscript; AO designed and supervised the study, performed experiments, analyzed data, and drafted the manuscript. All authors critically revised and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^www.sabiosciences.com/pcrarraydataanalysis.

^2^https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111060 (Accessed: February 23, 2019).

## Abbreviations

ATM, ataxia telangiectasia mutated; ATR, ataxia telangiectasia and Rad3-related protein; BAX, BCL-2-associated X protein; BCL2, B-cell lymphoma 2; BMMCs, bone marrow-derived mast cells; CASP2, caspase 2; CASP3, caspase 3; CDC25c, M-phase inducer phosphatase 3; CDK1, cyclin-dependent kinase 1; CHK, checkpoint kinase; DDR, DNA damage response; GADD45α, growth arrest and DNA-damage-inducible protein alpha; H2AX, H2A histone family member X; HuMC, human mast cell; IPA, ingenuity pathway analysis; KIT, stem cell factor receptor; MC, mast cell; p53, tumor protein p53; SM, systemic mastocytosis; S1P, sphingosine-1-phosphate; SPHK, sphingosine kinase; SPHK1-I, sphingosine kinase 1 inhibitor SKI-178; SPHK2-I, sphingosine kinase 2 inhibitor ABC294640.

# Supplementary material for: Targeting Sphingosine Kinase Isoforms Effectively Reduces Growth and Survival of Neoplastic Mast Cells With D816V-KIT
**Source:** Front Immunol. 2018 Mar 28;9:631. doi: 10.3389/fimmu.2018.00631
**Supplement:** Supplementary file 1

Supplementary Material for:**Targeting Sphingosine Kinase Isoforms Effectively Reduces Growth and Survival of Neoplastic Mast Cells with D816V-KIT**

Geethani Bandara¹†, Rosa Muñoz-Cano²†, Araceli Tobío¹†, Yuzhi Yin¹, Hirsh Komarow¹, Avanti Desai¹, Dean D Metcalfe¹ and Ana Olivera¹*

†These authors contributed equally

Supplementary Figures:

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Supplementary Tables:

Supplementary Table I

Supplementary Table II

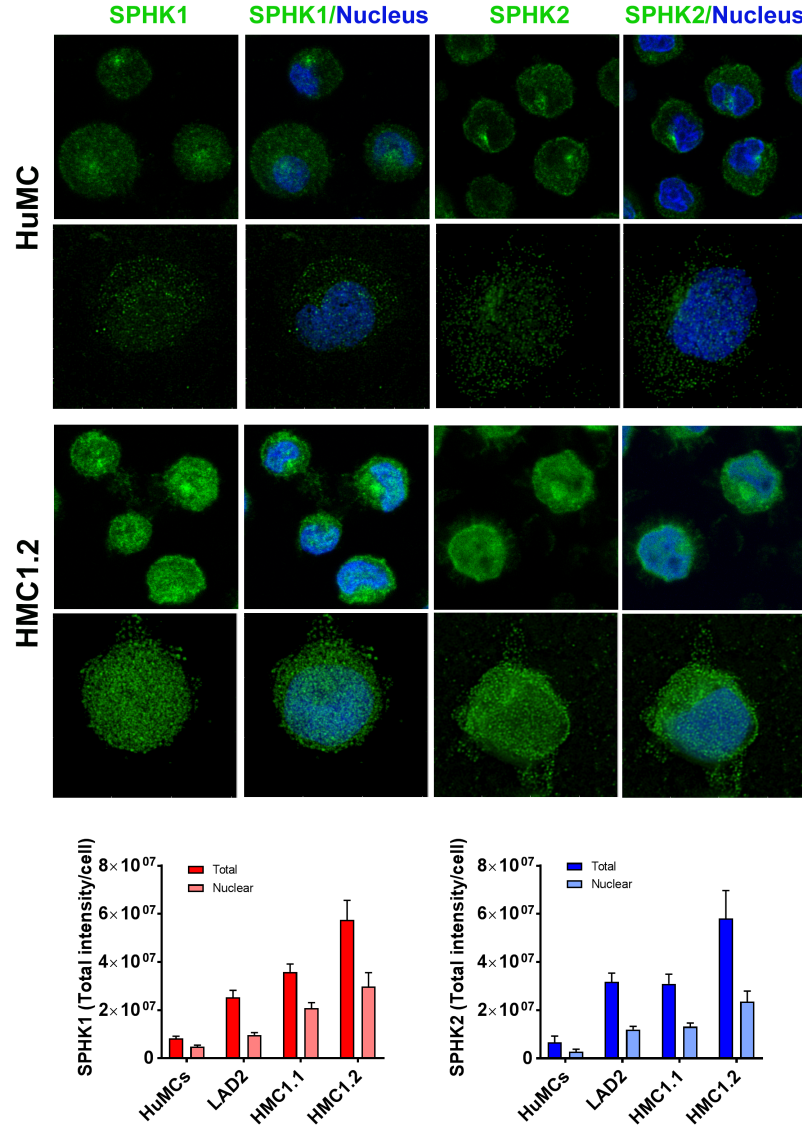

Figure S1- Subcellular distribution of SPHK1 and SPHK2 in normal HuMCs and neoplastic HMC-1.2 MCs. Confocal images obtained with a Leica DMI8 microscope (63X), of CD34⁺-derived HuMCs and HMC-1.2 cells immune-stained to detect SPHK1 and SPHK2 (in green). Nuclei were stained with DAPI (shown in blue). Multi-cell images were magnified 2.5x using Imaris software while single cell images were magnified 6X. The multi and single cell images were from separate experiments. Histograms represent the total fluorescence in whole cells and in the nuclei from at least 10 cells. Nuclear and cytosol region masks were created using Imaris software to determine the total fluorescent intensity corresponding to SPHK1 or SPHK2 in Z-stacks. Of note, quantifications of SPHK expression in this figure are “total intensity/cell” while in Figure 2A, SPHK expression is normalized by total protein, which does not equate to cell number since neoplastic cells have higher protein content.

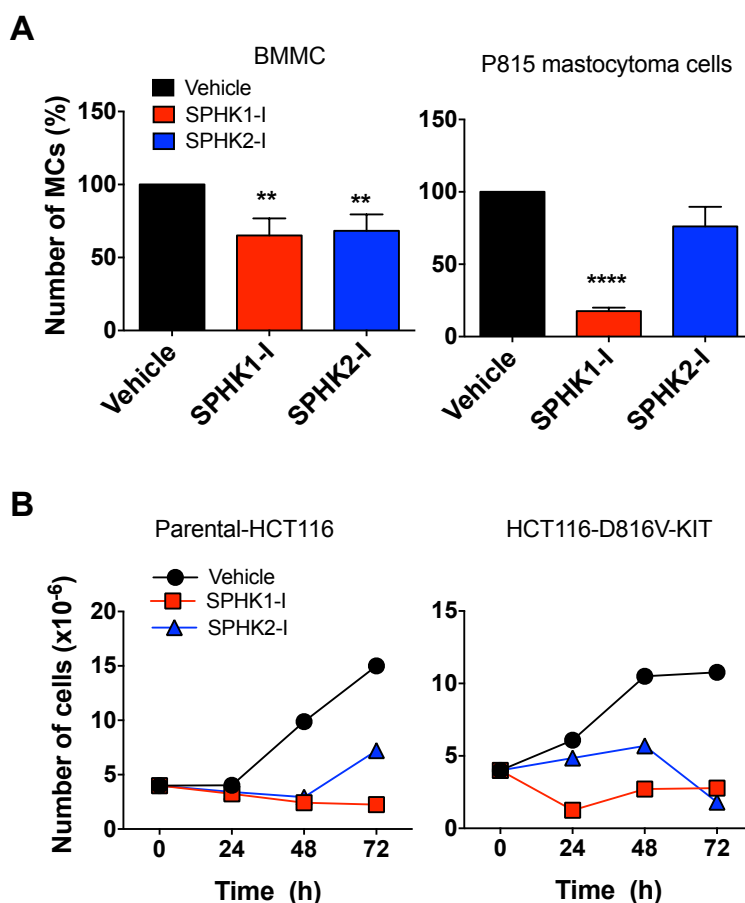

Figure S2- Effect of SPHK1 or SPHK2 inhibition on the growth of cells with D816V-KIT.

(A) Reduction in the number of viable WT BMMC (A, left panel) or P815 murine mastocytoma cells with D816V-KIT (A, right panel) after treatment with SPHK1-I (5 μ M) or SPHK2-I (50 μ M). Cells (0.5×10^5 /well) were plated in 96 well plates, treated with vehicle or the inhibitors. Proliferation of cultures was measured after 3 days using Cyquant assay. The values in untreated controls at the end of the experiment was considered as 100% and the values in cells treated with the indicated inhibitors represent percentages compared to control values. Data are represented as mean $\pm$ SEM of 3 independent experiments. (B) Effect of SPHK1-I or SPHK2-I in the growth of HCT116 colon cancer cells (left panel) or HCT116 where a mutation in KIT (D816V) was introduced (right panel). Viable cells were counted every day for 3 days. Data are from a single experiment out of three, and numbers are average of a duplicate determination.

β actin for Fig.6 B-D

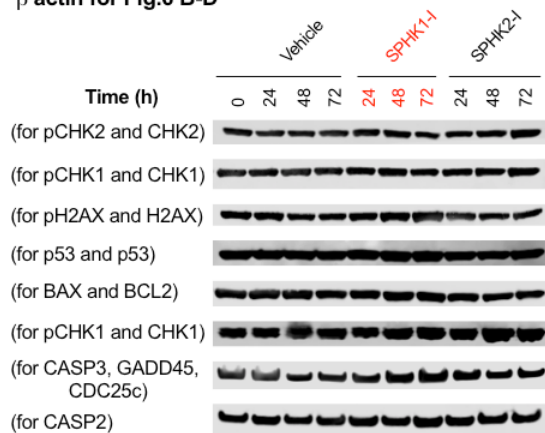

β actin for Fig.6 E

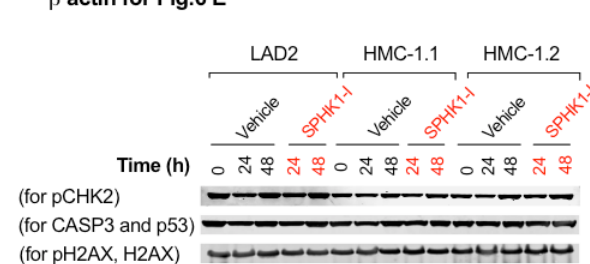

B

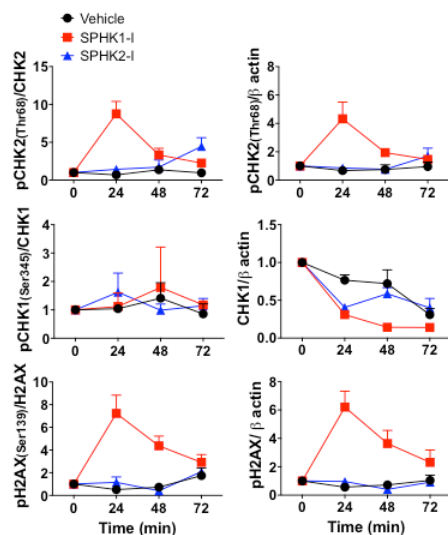

C

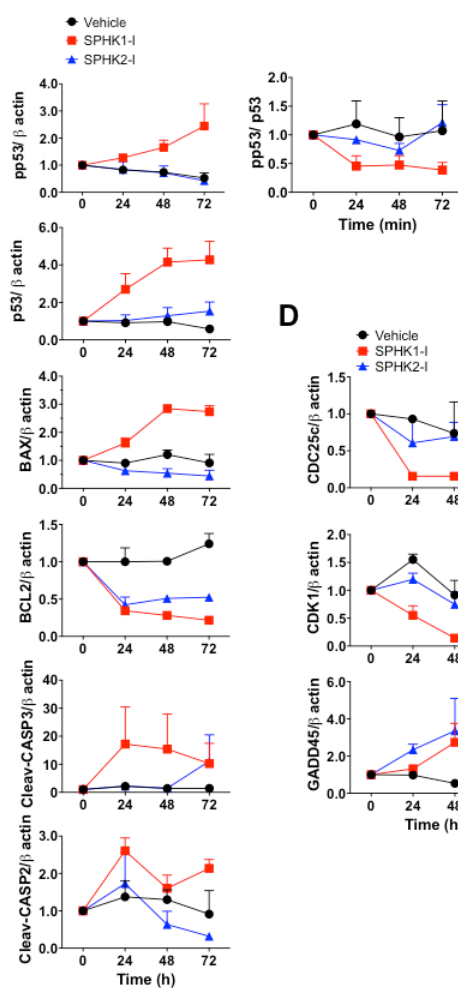

D

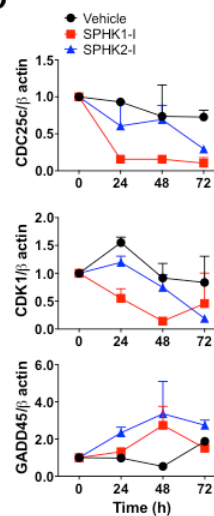

Figure S3- Quantification of the Western blots shown in Figure 6 B-D. (A) β -actin loading controls for the indicated Western blots shown in Figure 6 B-E. Full gels for the data shown in Figure 6E are shown in Supplemental Figure 6 (B-D) The band intensities in the blots shown in Figure 6B (B), 6C (C) and 6D (D) was determined using an Odyssey Image Studio software. The near-infrared fluorescent signal of the specific bands was normalized by the intensity of bands in the loading control as indicated. Data are the average values $\pm$ SEM of 3 independent experiments.

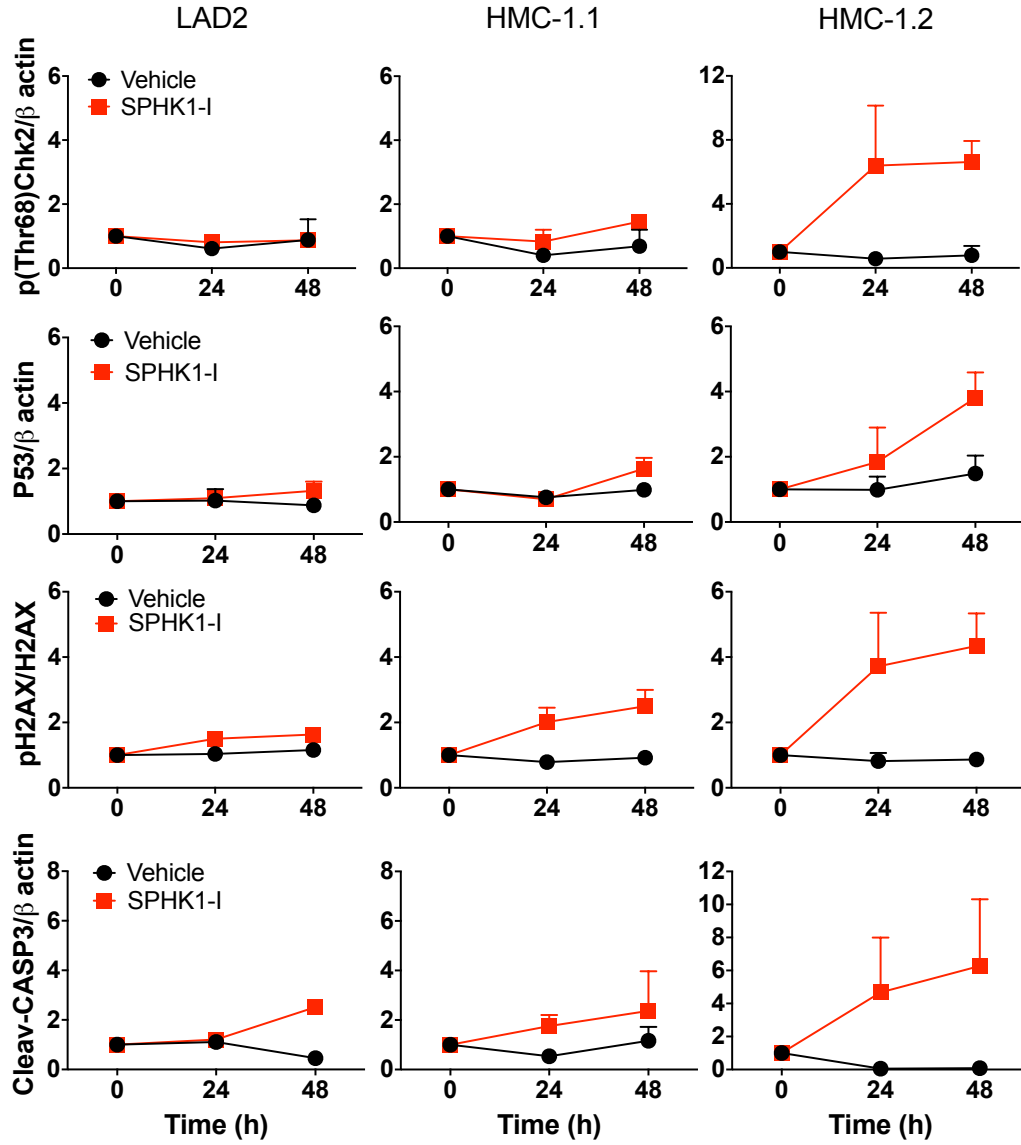

Figure S4- Quantification of the Western blots shown in Figure 6E. The band intensity in the blots shown in Figure 6E was determined using an Odyssey Image Studio software. The near-infrared fluorescent signal of the specific bands was normalized by the intensity of bands in the loading control as indicated. Data are the average values $\pm$ SEM of 3 independent experiments.

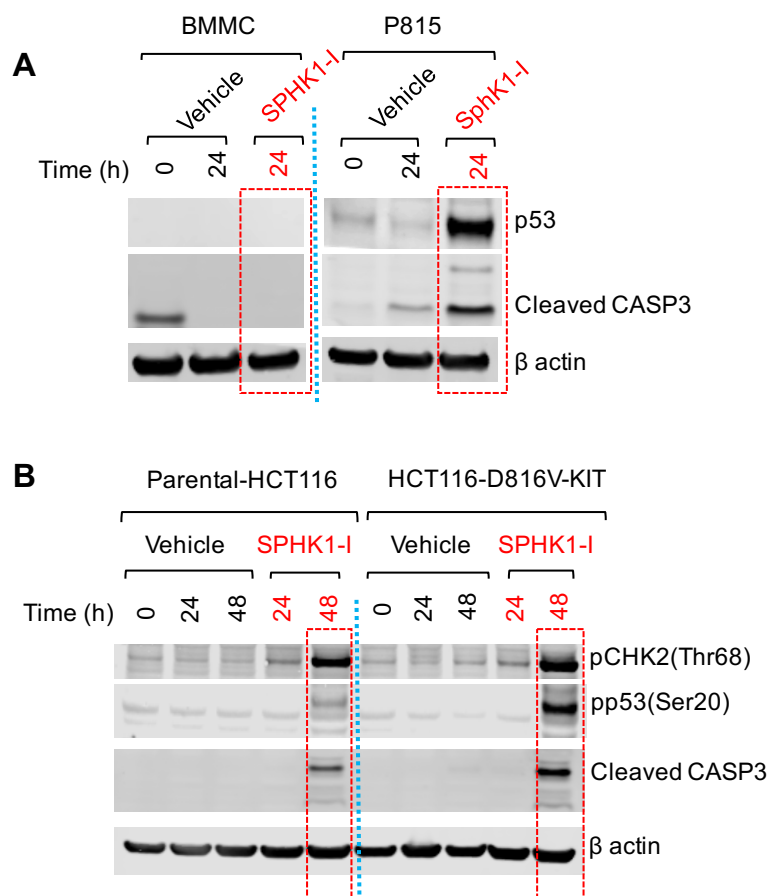

Figure S5- Effects of SPHK1-I on the activation of the DDR in cells with D816V-KIT. (A) Western blots analysis of lysates from BMMC or P815 murine mastocytoma cells with D816V-KIT, as indicated, after treatment with SPHK1-I (10 μ M) or vehicle for 24 h. Note that the anti-human phospho-antibodies for CHK2 and phospho(Ser 20)-p53 do not recognize the respective mouse phosphoproteins and no anti mouse phospho-antibodies were available, so those are not shown. (B) Western blots analysis of lysates from HCT116 cells or HCT116 with D816V-KIT after treatment with SPHK1-I (10 μ M) or vehicle for 24 or 48 h, as indicated. Blots show changes in the activation/levels of key effectors in the DDR shown in HMC-1.2. All blots are from a representative experiment of at least three separate experiments. Each membrane was probed with β -actin to demonstrate equal loading. Treatment of P815, as in HMC1.2, with SPHK2-I (50 μ M) did not cause any changes in p53 (not shown) and thus this inhibitor was not further tested.

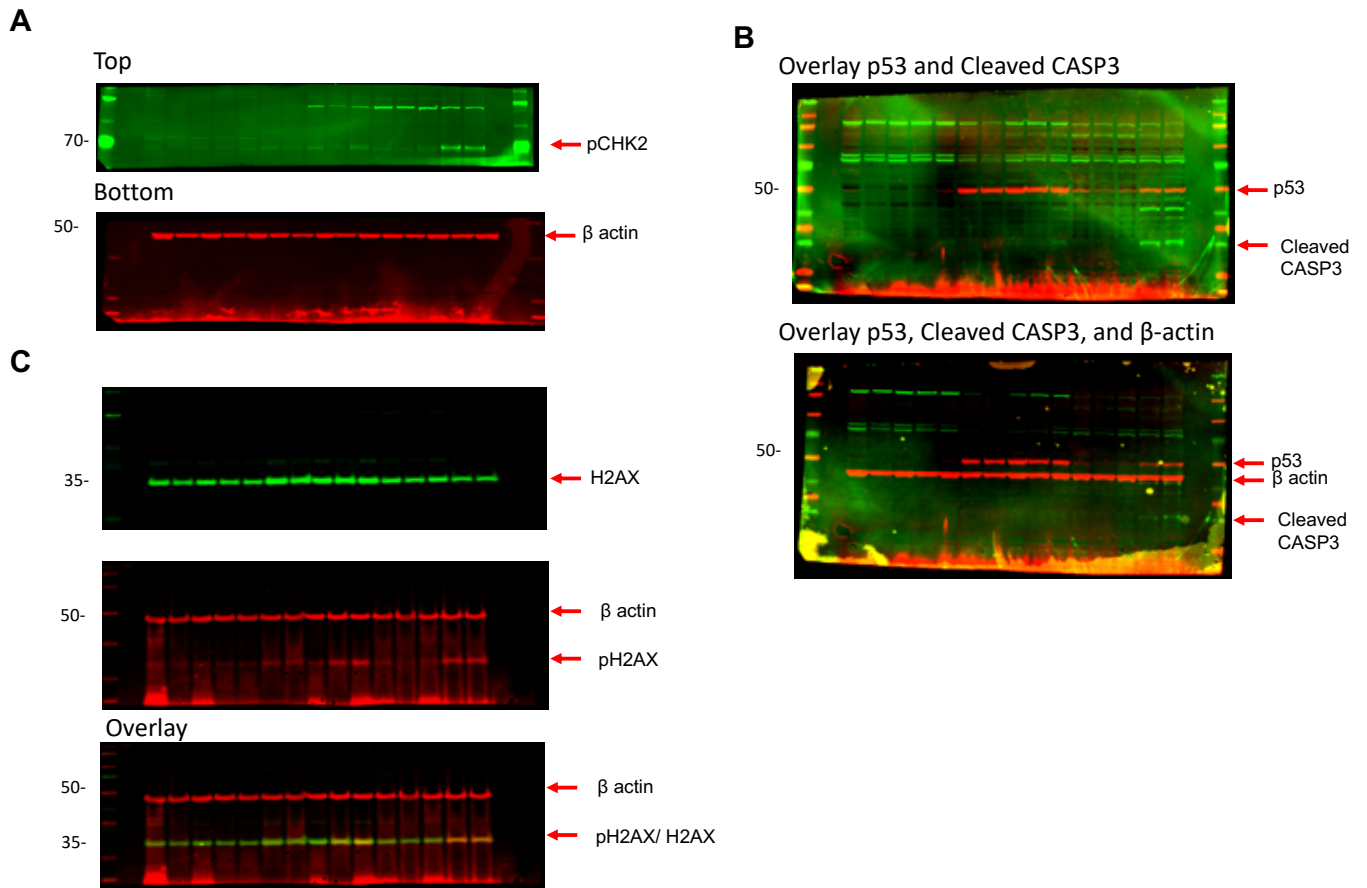

Figure S6- Raw Infrared images of the western blots shown in Figure 6E. (A) The Western blot membrane was cut into strips. The top of the membrane shows the bands for pCHK2(Thr68) in green and the bottom, the corresponding β -actin in red. (B) Whole membrane showing the bands for Cleaved CASP3 in green, and p53 and β -actin in red. (C) Bands for total H2AX in green and pH2AX and β -actin in red. An overlay of red and green infrared images is also shown. In B and C, membranes were probed with the corresponding antibodies sequentially, being anti- β -actin the last antibody used. Images were obtained with an Odyssey imaging system (Licor) and bands were visualized using anti-rabbit IgG 800CW (green) or anti-mouse IgG 680 RD (red) secondary antibodies.

# Supplementary material for: Targeting Sphingosine Kinase Isoforms Effectively Reduces Growth and Survival of Neoplastic Mast Cells With D816V-KIT
**Source:** Front Immunol. 2018 Mar 28;9:631. doi: 10.3389/fimmu.2018.00631
**Supplement:** Supplementary file 2

Supplementary Table I- Characteristics of the study subjects with systemic mastocytosis

Abbreviations: WHO, World Health Organization; Pat, patient; BM, bone marrow; PB, peripheral blood; ISM, indolent systemic mastocytosis; SSM, smoldering systemic mastocytosis. Normal tryptase level is < 11.5 ng/ml.

# Supplementary material for: Targeting Sphingosine Kinase Isoforms Effectively Reduces Growth and Survival of Neoplastic Mast Cells With D816V-KIT
**Source:** Front Immunol. 2018 Mar 28;9:631. doi: 10.3389/fimmu.2018.00631
**Supplement:** Supplementary file 3

**Supplementary Table II-** List of top canonical pathways affected by suppression of SPHK1 or SPHK2 activities in HMC-1.2 cells.

| Top Canonical Pathways                                | SphK Inhibitor | Z-score  | P-value             | Ratio | Molecules in the pathway                                             |
|-------------------------------------------------------|----------------|----------|---------------------|-------|----------------------------------------------------------------------|
| Cyclins and Cell Cycle Regulation                     | SPHK1-I        | ↓ (-1.9) | $5 \times 10^{-15}$ | 0.103 | CCNE1,CDKN1A,CDK6,CDK4,CDK1,CDK2,SKP2,CDC25A                         |
|                                                       | SPHK2-I        | ↓ (-3.2) | $2 \times 10^{-21}$ | 0.154 | TP53,CCNA2,CCNE1,TFDP1,ABL1,CCNB2,CDKN1B,CDK1,CDK2,SKP2,CDC25A,CCNB1 |
| Estrogen-Mediated-S-phase Entry                       | SPHK1-I        | ↓ (-2.7) | $1 \times 10^{-16}$ | 0.292 | CCNE1,CDKN1A,CDK4,CDK1,CDK2,SKP2,CDC25A                              |
|                                                       | SPHK2-I        | ↓ (-2.7) | $2 \times 10^{-17}$ | 0.333 | CCNA2,CCNE1,TFDP1,CDKN1B,CDK1,CDK2,SKP2,CDC25A                       |
| G1/S Checkpoint Regulation                            | SPHK1-I        | ↑ (1.6)  | $2 \times 10^{-13}$ | 0.109 | CCNE1,CDKN1A,CDK6,CDK4,CDK2,SKP2,CDC25A                              |
|                                                       | SPHK2-I        | ↑ (2.5)  | $1 \times 10^{-13}$ | 0.125 | TP53,CCNE1,TFDP1,ABL1,CDKN1B,CDK2,SKP2,CDC25A                        |
| ATM Signaling                                         | SPHK1-I        | (0)      | $3 \times 10^{-17}$ | 0.112 | RAD51,GADD45A,RAD9A,CDKN1A,CDK1,CHEK2,CDK2,CDC25A,CHEK1              |
|                                                       | SPHK2-I        | ↑ (2.1)  | $6 \times 10^{-15}$ | 0.112 | TP53,GADD45A,ABL1,CCNB2,CDK1,CDK2,CDC25A,CHEK1,CCNB1                 |
| Role of CHK Proteins in Cell Cycle Checkpoint Control | SPHK1-I        | ↓ (-.8)  | $6 \times 10^{-14}$ | 0.127 | RAD9A,CDKN1A,CDK1,CHEK2,CDK2,CDC25A,CHEK1                            |
|                                                       | SPHK2-I        | (0)      | $3 \times 10^{-8}$  | 0.09  | TP53,CDK1,CDK2,CDC25A,CHEK1                                          |

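Table S2 names the members of 5 pathways that the pathway software drew from these samples, so the counts here are not independent evidence of their direction. With SPHK1-I, 13 of the 13 different members were past 1.5-fold at an unadjusted p under 0.05 from limma, and 3 were higher and 10 lower at an adjusted p below 0.05 (13 when adjusted over the list alone). With SPHK2-I, 10 of 14 were past 1.5-fold at an unadjusted p under 0.05, and 1 was higher and 7 lower at an adjusted p below 0.05 (11 when adjusted over the list alone). The other members with SPHK2-I, below 1.5-fold, were ABL1, a kinase that responds to DNA damage, with a log2 value of 0.34, CCNE1 with −0.44, the CDK inhibitor CDKN1B (p27) with 0.04, and TFDP1, the partner of the E2F factors, with −0.42. By pathway, the members of cyclins and cell cycle regulation that passed both limits were 8 of 8 with SPHK1-I and 8 of 12 with SPHK2-I. For S-phase entry they were 7 of 7 and 5 of 8, and for the G1/S checkpoint 7 of 7 and 4 of 8. For ATM signalling they were 9 of 9 and 8 of 9, and for the CHK proteins 7 of 7 and 5 of 5. Past the same limits but in none of these pathways were 19 genes with SPHK1-I, 1 higher and 18 lower, among them the MCM genes, CDC6 and BRCA1. With SPHK2-I they were 17, 4 higher and 13 lower, among them AURKA, CDC20, BIRC5 and CCNG2. Without vehicle sample 1 or 2, limma called 0 of the 84 genes with either inhibitor, against 25 and 22 with SPHK1-I and 20 and 19 with SPHK2-I at an unadjusted p under 0.05, and the members past 1.5-fold, whatever their p, were still 13 and 10. With ACTB, GAPDH or HPRT1 alone as reference, 8, 8 and 6 of the 13 members with SPHK1-I were past 1.5-fold in either direction. With ACTB or HPRT1 alone 6 and 7 of the 14 with SPHK2-I were. With Ct limited to 30 the count with SPHK1-I was 5. CDK6 and GADD45A, with a Ct above 30 in all 6 samples, drop out there, and RAD9A is counted with a reversed sign.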

Fold changes in gene expression shown in Table II were used for analysis using Ingenuity Pathway Analysis (IPA) using a cut-off for up-regulated and down-regulated gene transcripts of 1.5 fold ( $p < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

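mRNA of 84 cell cycle genes was measured by qPCR array in 6 samples of HMC-1.2 cells, 2 each with vehicle, SPHK1-I and SPHK2-I. The authors' table of Ct values is on a log2 scale, averaged per gene and sample by the maker's web tool, whose version is not given in the sources used here. Their ΔCt table (log2) subtracts the mean Ct of the reference genes B2M, GAPDH, HPRT1 and RPLP0. The ΔCt values of these 4 genes sum to at most 1.0e-06 in each sample, which is how the reference was identified. The authors' table of relative levels holds a ratio, 2 to the power of minus ΔCt. The authors' fold table, as deposited, holds ratios and divides each inhibitor sample by the vehicle sample with the same number, to within 1.8e-04 on the log2 scale. The values used here start from the ΔCt table, and the Ct table gives the Ct limits and the quality values. Gene symbols were matched by RefSeq accession to a table of RefSeq genes, which held all of the 84, and 1 symbol has since been renamed (MRE11A, now MRE11). The table was used for names only and no coordinates are given, since no genome build comes with the data.

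Changes between groups are differences in mean −ΔCt, with the authors' 4 reference genes and a Ct limit of 35. They were tested with limma 3.58.1 in R 4.3.3 (linear model of 3 groups, empirical Bayes, 3 residual and 4.33 prior degrees of freedom, prior SD 0.191), with no replicate block. The 3 comparisons are SPHK1-I against vehicle, SPHK2-I against vehicle, and SPHK2-I minus SPHK1-I as a direct test of the difference. A gene was called at an adjusted p below 0.05 over the 84 genes. Genes past 1.5-fold, the limit of the paper's pathway analysis, were counted beside them. Lists with at least 3 members (13 lists) were tested with fry, adjusted over the lists of each comparison, and with camera as an alternative. Fry's mixed form is given only for the kinase, checkpoint and repair lists, a choice made after its values were seen. Named genes, 60 in all, are among those the paper names in these results, its figures on them or Table S2, the 10 with the largest change per comparison among those called and with samples fully apart, and up to 3 members of each list with the smallest p. Figure 5A and Table S2 had been seen when that rule was written. Genes outside the rule are said to be so where they are named.

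The same-numbered samples do not share deviations from their group means (correlations of −0.258, −0.105 and −0.041 across genes between pairs of groups), so the numbers were not taken as pairs. With 2 samples per group, an exact test cannot reach 0.05 for a single gene, and other splits of the samples were not counted. The correlation of the inhibitors' changes was set beside 1000 simulated sets of unchanged groups against shared vehicle samples. The code was tested on 100 simulated data sets with the array's number of genes and samples. Of genes changed by 1.00 on the log2 scale, 94.8% were recovered with SPHK1-I, 94.3% with SPHK2-I and 96.7% for the difference. Of genes changed by 0.58, 50.8%, 50.4% and 62.8% were recovered, and 5.0%, 4.2% and 3.3% of the calls were false. A list of 5 genes lowered by 1 passed in 100.0% of the data sets and an unchanged list in 7.0%. The simulated noise was independent and had the same spread for a gene in all groups. In the array data the SPHK1-I duplicates lie further apart (SD across genes 0.48 against 0.17 and 0.13). The rates therefore test the code and do not give the error in these samples. The number of samples limits the precision.

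Alternatives changed 1 choice at a time, apart from the methods' t-test, whose unadjusted form changes the test and the adjustment together and in part the scale: all 5 housekeeping genes, each of them alone or the median gene as reference; Ct limited to 30, or Ct of 35 left out; each sample left out in turn; a replicate block; only the groups compared; limma with trend and robust settings; the methods' t-test on either scale; and camera. B2M left out of the reference and a weight per sample were added after seeing the data. The signed fold table, the TaqMan assays and the pathway software's scores were not used here, and some genes and 2 of the lists are not reported here.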

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

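The tests of the ratio of CDKN1A to the cyclin G genes were chosen only after the result was seen; the tests of single genes were planned.

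Among genes with opposite signs for the 2 inhibitors and a difference past the test (SPHK2-I minus SPHK1-I, log2), CCNG2 differed by 1.40, CCNG1 by 1.12, RAD9A by 1.11, BRCA2 by 0.86, ABL1 by 0.70 and RBBP8, which trims broken DNA ends, by 0.61. In the other direction BIRC5 differed by −1.59, CDC20 by −1.41 and CKS2, a CDK subunit, by −0.63. The adjusted p from limma ranged from 0.00652 (BIRC5) to 0.0428 (ABL1), and both SPHK2-I samples of each gene lay on one side of both SPHK1-I samples. Without vehicle sample 1 or 2, or SPHK2-I sample 1 or 2, 0 of the 84 differences passed (27, 27, 21 and 20 at an unadjusted p under 0.05). With Ct limited to 30 the differences of ABL1 and RAD9A turned to −0.22 and −0.44. That limit raises both genes in SPHK1-I sample 2, so it cannot decide their direction. BRCA2, with a Ct above 30 in all 6 samples, drops out under it. Without SPHK1-I sample 2 the changes of CCNG2, CDC20 and CKS2 with SPHK1-I were 0.18, −0.08 and −0.03, so their opposite signs rest on that sample. The difference of ABL1 is also smaller without it. Its log2 levels were −6.99 and −7.51 in SPHK1-I samples 1 and 2 and −6.55 and −6.56 in the SPHK2-I samples. The signs also depend on the reference. With B2M alone RAD9A, BRCA2, ABL1 and RBBP8 were at −0.22, −0.18, −0.08 and −0.22 with SPHK2-I and BIRC5, CDC20 and CKS2 at −0.24, −0.39 and −0.46 with SPHK1-I, with RPLP0 alone RAD9A, BRCA2 and RBBP8 were at −0.05, −0.01 and −0.05 with SPHK2-I, with ACTB or HPRT1 alone CKS2 was at 0.07 and 0.03 with SPHK2-I, and with HPRT1 alone CCNG2 was at 0.01 with SPHK1-I. Of these genes, CCNG1 alone kept opposite signs in each setting.

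Genes that passed the test against vehicle and that the paper names neither in these results nor in their figures or Table S2 are listed with their log2 change. With SPHK1-I these were the replication genes MCM2 (−1.10), MCM3 (−1.13), MCM4 (−1.18), MCM5 (−0.75) and CDC6 (−1.19), and CCNF (−0.89), RB1 (−0.94), the CDK subunit CKS1B (−0.85), MKI67 (−0.73), the tubulin regulator STMN1 (−0.67), AURKB (−0.66) and BRCA2 (−0.62). KPNA2 (−0.94) and SERTAD1 (0.70), a CDK4-binding protein gene, lie outside the rule for named genes and were chosen after their values were seen. With SPHK2-I they were AURKA (−1.35), BIRC5 (−1.22), CDC20 (−1.19), CCNF (−1.14), GTSE1 (−1.09), MKI67 (−1.00), MCM4 (−0.82) and AURKB (−0.77) on the lower side and CCNG2 (1.06) and CDKN2B (0.80) on the higher. BCCIP (−0.92), CDKN3 (−0.84), KPNA2 (−0.83) and MAD2L1 (−0.73) lie outside that rule and were chosen after their values were seen. Without vehicle sample 1 or 2, 0 genes passed with either inhibitor (25 and 22 with SPHK1-I and 20 and 19 with SPHK2-I at an unadjusted p under 0.05 from limma). Without SPHK2-I sample 1 or 2, 0 passed with SPHK2-I (20 and 19 at an unadjusted p under 0.05) and 13 with SPHK1-I.

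CDKN1A was higher with SPHK1-I and the cyclin G genes CCNG1 and CCNG2 with SPHK2-I. The log2 ratio of CDKN1A to the mean of the cyclin G genes, which needs no reference gene, was 1.86 and 1.83 in the vehicle samples, 2.72 and 4.16 in the SPHK1-I samples and 1.06 and 1.03 in the SPHK2-I samples. It differed between the inhibitors by 2.40. Any reference moves these genes alike within a sample, which argues against the choice of reference genes as the source of that difference. The standard error of 0.59 pools all 3 groups, whose spreads are unlike. The genes were picked from this same contrast, so the ratio is no test of whether the pattern holds. SPHK1-I sample 1 lay 1.67 above the higher SPHK2-I sample. Without SPHK1-I sample 2 the differences of CDKN1A, CCNG1 and CCNG2 were −0.84, 0.80 and 0.88, so the direction is also seen in sample 1. A single sample does not show the spread with SPHK1-I. The SD of 0.02 of the vehicle and SPHK2-I duplicates cannot stand for it, so a sample effect is not excluded. The size of the ratio difference is not fixed by 2 SPHK1-I samples this far apart. The inhibitor, its dose and a difference between cultures stay open.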

How the results depend on the processing

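The tests with B2M left out of the reference and with a weight per sample were chosen only after the data were seen. Of the 68 calls of named genes, 68 were kept with all 5 housekeeping genes as reference and with Ct of 35 left out, 65 with trend and robust settings and 58 with a replicate block, but 18 with RPLP0 alone as reference and 0 without a vehicle sample. Whether more genes were higher or lower with SPHK2-I depended on the reference (22 higher and 7 lower with ACTB alone), and 37 genes have a Ct above 30 in at least 1 sample, 9 of them in all. The r of the inhibitors' changes, which a change of reference cannot move, was 0.38 to 0.51 with a sample left out and 0.52 with Ct limited to 30. In the setting reported, 30 genes passed with SPHK1-I, 24 with SPHK2-I and 26 for the difference, 34 and 27 were past 1.5-fold, and 2 and 3 of the 13 lists passed. A count is given here where it moved by over 1.5 times, and apart from the exceptions named the cause was not tested.

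B2M alone as reference gave 70 genes with SPHK1-I and 57 with SPHK2-I, 66 and 50 past 1.5-fold and 11 lists with either. ACTB alone gave 40 differences (34 higher with SPHK2-I), 20 genes past 1.5-fold with SPHK1-I and 8 lists with SPHK2-I, 7 of them higher. GAPDH alone gave 8 genes, 20 past 1.5-fold and 1 list with SPHK1-I. HPRT1 alone gave 14 genes and 19 past 1.5-fold with SPHK1-I and 5 lists with SPHK2-I. RPLP0 alone gave 1 gene with SPHK1-I, 3 differences and 0 lists with either (2 and 3 at an unadjusted p under 0.05 from fry). The median gene gave 15 genes with SPHK1-I and 5 lists with SPHK2-I, B2M left out gave 13 genes and 1 list with SPHK1-I, and all 5 housekeeping genes gave 5 lists with SPHK1-I. Ct limited to 30, which leaves 75 genes, gave 16 genes with SPHK1-I and 8 and 7 lists. The replicate block gave 14 differences and 0 lists with either (3 and 3 at an unadjusted p under 0.05). Only the groups compared gave 13 genes with SPHK1-I, 55 with SPHK2-I and 0 differences (27 at an unadjusted p under 0.05 from limma), with 0 lists (4 at an unadjusted p under 0.05) and 7 lists. The weight per sample gave 50 genes with SPHK2-I and 16 differences. Camera with an estimated correlation gave 0 lists with either (1 and 0 at an unadjusted p under 0.05). The methods' t-test, unadjusted, gave 41 genes with SPHK2-I on either scale and 17 differences on the log scale. After adjustment it gave 0 genes with SPHK1-I and 0 differences on either scale, and 1 gene with SPHK2-I on the log scale.

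Leaving out 1 sample, with the lone sample of its group assumed to vary like the others, gave 0 to 64 genes with SPHK1-I, 0 to 55 with SPHK2-I, 0 to 61 differences and 0 to 9 and 0 to 7 lists. For the genes, 0 came without a vehicle sample, and with SPHK2-I and for the differences also without a SPHK2-I sample. For the lists, 0 came with SPHK1-I without vehicle sample 2 or a SPHK2-I sample, and with SPHK2-I without a vehicle or SPHK2-I sample. The highest values came without SPHK1-I sample 1 and, for SPHK2-I, also without SPHK1-I sample 2, which takes the widest pair of duplicates (SD across genes 0.48 against 0.17 and 0.13) out of the shared spread. Signs reversed for ATR with SPHK2-I (0.48, ACTB alone) and CDC34 with SPHK1-I (−0.52, B2M alone). With Ct limited to 30 they reversed for RAD9A with SPHK1-I (0.64), BIRC5 with SPHK2-I (0.41) and the differences of ABL1 (−0.22) and RAD9A (−0.44). Values above 30 are set to 30 there, which raises a late gene most where the reference genes are late. Signs of such genes under this limit therefore cannot decide a direction. Over the samples left out, the differences ranged from −0.69 to 0.54 for CDC25A, from −0.40 to 0.34 for CDK1 and from −0.91 to 0.35 for CDKN2A, and AURKA with SPHK1-I from −0.47 to 0.44.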

Differences from the paper's values

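The paper's cyclin plot was read by eye, and it may show array or TaqMan values. Here the mean of CCND1, CCND2 and CCND3 stood for its cyclin D and that of CCNB1 and CCNB2 for its cyclin B. Of the values read from the plot, none was over 1.5 times apart from the value computed here in the setting reported. The widest apart in units of the SD of the samples was that of CCNB1 and CCNB2 with SPHK2-I, 0.52 in the plot against 0.432 here (SD 0.022). Values over 1.5 times apart came with B2M alone as reference for the D cyclins and CCNA2 with SPHK1-I and for CCNE1 and the B cyclins with either inhibitor, and with ACTB or HPRT1 alone for CCNA2 with SPHK2-I. The sample weights were chosen only after the data were seen.

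Table S2 lists genes as past its fold and p limits. With SPHK1-I 13 of 13 listed genes passed here, and with SPHK2-I 10 of 14 did, by fold and the unadjusted p of limma. The paper names Student's t-test, and passes by that test were not counted over these genes, so the p limits are not alike. Over the other settings the count past 1.5-fold, whatever the p or direction, fell by over 1.5 times against the table to 8 with ACTB, 8 with GAPDH and 6 with HPRT1 alone and 5 with Ct limited to 30 for SPHK1-I. For SPHK2-I it fell to 6 with ACTB and 7 with HPRT1 alone, 8 with the median gene and 9 with all 5 housekeeping genes, GAPDH alone, Ct limited to 30 or without SPHK2-I sample 2. Under the Ct limit of 30, GADD45A and, for SPHK1-I, CDK6 drop out, since their Ct is above 30 in all 6 samples. RAD9A with SPHK1-I is counted there with a reversed sign. The members below 1.5-fold with SPHK2-I were ABL1 (0.34, log2), CCNE1 (−0.44), CDKN1B (0.04) and TFDP1 (−0.42). ABL1 was past 1.5-fold with ACTB, HPRT1 or the median gene as reference, CCNE1 and TFDP1 with B2M or RPLP0 alone and CDKN1B with ACTB alone.

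The paper states that either inhibitor lowered CCNE1, and reports that TaqMan assays, not used here, bore out the cyclin changes. Here CCNE1 fell with SPHK1-I, and with SPHK2-I its log2 change of −0.44 had an adjusted p of 0.0662 from limma. Among the alternatives set before the data were examined, CCNE1 with SPHK2-I passed with B2M alone as reference, without SPHK1-I sample 1 or 2, with only the groups compared and by the methods' t-test, unadjusted, on either scale. It also passed with a weight per sample, which was chosen after seeing the values.

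The paper states that cyclins A and B were lowered by both inhibitors, more so by SPHK2-I. Its TaqMan assays of the cyclins were not used here. With SPHK2-I all of CCNA2 (−1.08), CCNB1 (−1.64) and CCNB2 (−0.78) fell here, and each was lower than with SPHK1-I by the test of the difference. With SPHK1-I the values were −0.50 for CCNA2 (adjusted p = 0.0500, not below the threshold), −0.55 for CCNB1 (adjusted p = 0.118) and −0.25 for CCNB2 (adjusted p = 0.242). Among the alternatives, CCNA2 with SPHK1-I passed with all 5 housekeeping genes or B2M alone as reference, with Ct of 35 left out, without SPHK1-I sample 1 or 2, with trend and robust settings and by the methods' t-test, unadjusted. CCNB1 passed with B2M alone and without SPHK1-I sample 1, and CCNB2 with B2M alone and by the methods' t-test, unadjusted.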

Other observations

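The tests of reverse transcription, of the reference genes in SPHK1-I sample 2 and of B2M were chosen only after the result was seen; those of the template and of a stronger response were not. SKP2, the ubiquitin ligase subunit that targets p27, fell 1.97-fold with SPHK1-I (adjusted p = 0.00729 from limma) and 2.18-fold with SPHK2-I (adjusted p = 0.00687), and was the 1 of 7 ubiquitin ligase genes that passed with either inhibitor (1 and 1 when adjusted over the list alone). The list means were −0.24 and −0.12 (adjusted p = 0.124 and 0.339 from fry) and above zero with ACTB, GAPDH or HPRT1 alone as reference, and with SPHK2-I also with the median gene or with B2M left out, a choice made after seeing the data. RB1, which holds cells in G1, fell 1.92-fold with SPHK1-I (adjusted p = 0.0314; −0.51 without SPHK1-I sample 2) and E2F1 was at −0.56 (adjusted p = 0.0500, not below the threshold). Of 7 RB and E2F genes, 1 was lower with SPHK1-I (0 when adjusted over the list alone) and limma called 0 with SPHK2-I (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05). The means were −0.48 and −0.16 (adjusted p = 0.135 and 0.667 from fry; −0.72 with SPHK1-I without SPHK1-I sample 1, adjusted p = 0.0352, and −0.24 without sample 2), the second above zero with ACTB, HPRT1 or the median gene as reference. CKS1B, a CDK subunit that helps SKP2 bind p27, was 1.80-fold lower with SPHK1-I (log2 −0.85, standard error 0.17, adjusted p = 0.0114) and at −0.45 with SPHK2-I (adjusted p = 0.0845). STMN1, which takes microtubules apart, was 1.59-fold lower with SPHK1-I (adjusted p = 0.0153) and at −0.43 with SPHK2-I (adjusted p = 0.0749). CDKN3, a phosphatase of CDK2, was 1.79-fold lower with SPHK2-I (adjusted p = 0.0103) and differed between the inhibitors by −0.80 (adjusted p = 0.0127). The spindle checkpoint gene MAD2L1 was 1.66-fold lower with SPHK2-I (adjusted p = 0.0113), with a difference of −0.51 (adjusted p = 0.0404). CDKN3 and MAD2L1 were chosen after their values were seen. The kinase complex that activates other CDKs (CDK7, CCNH and MNAT1), also chosen after its values were seen, had log2 values of 0.07, −0.25 and 0.18 with SPHK1-I and −0.13, −0.38 and 0.02 with SPHK2-I, none past the test. No gene held its call without vehicle sample 1 or 2, where limma called 0 genes with either inhibitor (25 and 22 with SPHK1-I and 20 and 19 with SPHK2-I at an unadjusted p under 0.05).

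SPHK1-I sample 2 stands apart from sample 1, with 26 genes over 1.5-fold apart, against 0 between the vehicle samples and 1 between the SPHK2-I samples. The Ct of its reverse transcription control minus that of its PCR control was 0.33 cycles above the mean of the others (their SD 0.164), while its reference genes were late by 1.895 cycles, which argues against failed reverse transcription or PCR. The SD across genes between the SPHK1-I samples was 2.91 times the larger SD of the other duplicates, which argues against one shift of the reference genes as the only source. That SD does not change with such a shift, so a shift may be a part. The median difference, sample 2 minus 1, was −0.33 with SPHK1-I, 0.06 with vehicle and −0.10 with SPHK2-I. The size of the deviation did not follow the Ct (Spearman rho −0.02, 95% bootstrap interval −0.25 to 0.20), which argues against imprecise late genes. A stronger response in sample 2 cannot be told apart from noise, since the slope of its changes on those of sample 1 was 0.94 (95% bootstrap interval 0.77 to 1.14) and the inverse slope 1.86 (1.39 to 2.85). A difference between cultures may also remain, and the amount and quality of the RNA were not tested.

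More genes were lower than higher with SPHK1-I, 26 against 4. Without B2M, the reference gene that rose most, 9 were lower and 4 higher, and the median change of all genes went from −0.35 to −0.14. Leaving out 1 sample moved that median by a similar amount, to −0.18 without SPHK1-I sample 2 and −0.58 without sample 1. CDK1, for example, went without B2M from −1.10 (adjusted p = 0.0153 from limma) to −0.90 (adjusted p = 0.0686), since each gene's change moves by the same amount and each sample by its own B2M. A rise of B2M as the source of the balance and a wider fall of cell cycle genes cannot be told apart. Only the 5 housekeeping genes could do so, and 4 of them are measured against their own mean, so some must rise and others fall. Against that mean B2M was at 0.61 and RPLP0 at 0.04 with SPHK1-I, and ACTB, GAPDH and HPRT1 were at −0.29, −0.29 and −0.35.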
